# Reduction of H3K9 methylation by G9a inhibitors improves the development of mouse SCNT embryos

**DOI:** 10.1016/j.stemcr.2024.04.003

**Published:** 2024-05-09

**Authors:** Shogo Matoba, Daiki Shikata, Fumiyuki Shirai, Takaki Tatebe, Michiko Hirose, Akiko Nakata, Naomi Watanabe, Ayumi Hasegawa, Akihiro Ito, Minoru Yoshida, Atsuo Ogura

**Keywords:** Somatic cell nuclear transfer, mouse, cloning, H3K9me3, H3K9 methylation, Kdm3a, G9a, inhibitor, RK-701, trichostatin A

## Abstract

Removal of somatic histone H3 lysine 9 trimethylation (H3K9me3) from the embryonic genome can improve the efficiency of mammalian cloning using somatic cell nuclear transfer (SCNT). However, this strategy involves the injection of histone demethylase mRNA into embryos, which is limiting because of its invasive and labor-consuming nature. Here, we report that treatment with an inhibitor of G9a (G9ai), the major histone methyltransferase that introduces H3K9me1/2 in mammals, greatly improved the development of mouse SCNT embryos. Intriguingly, G9ai caused an immediate reduction of H3K9me1/2, a secondary loss of H3K9me3 in SCNT embryos, and increased the birth rate of cloned pups about 5-fold (up to 3.9%). G9ai combined with the histone deacetylase inhibitor trichostatin A further improved this rate to 14.5%. Mechanistically, G9ai and TSA synergistically enhanced H3K9me3 demethylation and boosted zygotic genome activation. Thus, we established an easy, highly effective SCNT protocol that would enhance future cloning research and applications.

## Highlights

• Removal of H3K9me1/2 by *Kdm3a* induces loss of H3K9me3 in mouse SCNT embryos
• *Kdm3a*, like *Kdm4d*, improves transcriptome and development of mouse SCNT embryos
• Inhibitors for H3K9me1/2 methyltransferase G9a (G9ai) reduce the H3K9me3 level
• Treatment with G9ai and TSA boosts ZGA and increases the mouse cloning rate to 14%

## Introduction

Somatic cell nuclear transfer (SCNT) enables the generation of individuals genetically identical to the donor somatic cell (so-called cloning) and has a wide variety of potential applications including biomedicine, bioindustry, and preservation of endangered species (Matoba and Zhang, 2018). However, the very low efficiency of obtaining cloned individuals has hampered the practical use of SCNT.

We have previously reported that histone H3 lysine 9 trimethylation (H3K9me3) present in donor somatic cells inhibits zygotic genome activation (ZGA) involved in transcription at the one- to two-cell stages in the mouse SCNT model (Matoba et al., 2014). Importantly, this H3K9me3 barrier could be removed by microinjection of mRNA for the histone demethylase *Kdm4d* or *Kdm4b* at the one-cell stage, which has been reported to significantly improve the embryonic development of SCNT embryos (Liu et al., 2016; Matoba et al., 2014). This *Kdm4* method is effective in a variety of species, not just mice, and has contributed to the efficient establishment of human SCNT embryo-derived embryonic stem cells (Chung et al., 2015) and the first cloning in non-human primate macaques (Liu et al., 2018). However, the *Kdm4* mRNA injection method is invasive, can damage the embryos, is technically demanding, and has a low throughput because of the need for micromanipulation.

H3K9me3 is an epigenetic mark that accumulates in heterochromatin and is catalyzed predominantly by SETDB1 and SUV39H1/2 in mammals (Padeken et al., 2022). SUV39H1/2 appears to be responsible primarily for the formation of the H3K9me3 barrier of SCNT reprogramming, since the knockdown of *Suv39h1/2*, but not *Setdb1*, in donor mouse embryonic fibroblasts (MEFs) has been reported to reduce the H3K9me3 level and improve the development of cloned embryos derived from these donor cells (Matoba et al., 2014). Although inhibitors of SUV39H1/2, such as chaetocin, have been developed, their low selectivity and very narrow range between the efficacy and toxicity doses make the use of these SUV39H1/2 inhibitors difficult (Cherblanc et al., 2013; Iwasa et al., 2010; Zhang et al., 2018). Chaetocin has been tried as a means of improving the developmental efficiency of SCNT embryos in many animal species, but no clear improvements have been achieved (Jafarpour et al., 2020; Jeong et al., 2020).

Methylation of H3K9 involves stepwise processes. For example, in *Caenorhabditis elegans* embryos, MET-2 first methylates unmethylated H3K9 into mono- (H3K9me1) and di-methylated H3K9 (H3K9me2), and SET-25 further methylates H3K9me1/2 to H3K9me3 to form heterochromatin (Towbin et al., 2012). Similarly, in mammals, PRDM3 and PRDM6 methylate unmethylated H3K9 in the cytoplasm to H3K9me1, which is then converted in the nucleus to H3K9me3 by SUV39H1/2 (Pinheiro et al., 2012). In the euchromatin regions, two methyltransferases, GLP/EHMT1 and G9a/EHMT2, are responsible for catalyzing the production of H3K9me1/2 (Tachibana et al., 2002; 2005), which can be methylated further by SUV39H1/2 to H3K9me3 (Bulut-Karslioglu et al., 2014; Peters et al., 2001). The aforementioned observations have raised the possibility that reduction of H3K9me3 could be achieved through the inhibition of its stepwise formation or maintenance processes.

In this study, we first found that targeted demethylation of H3K9me1/2 at the one-cell stage induced secondary loss of H3K9me3 at the two-cell stage in mouse SCNT embryos. We then used G9a/GLP inhibitors to inhibit the formation of H3K9me1/2 noninvasively, which resulted in a significant reduction of H3K9me3 in the SCNT embryos. We have optimized this approach by combining it with a histone deacetylase inhibitor (HDACi), which improved the cloning efficiency in mice. Our optimized non-invasive and genetic modification-free approach for improving SCNT provides a basis for future studies of and applications to animal cloning.

## Results

### Demethylation of H3K9me1/2 by *Kdm3a* results in secondary erasure of H3K9me3 in the SCNT embryos

To explore the possible mechanisms through which the H3K9me3 level decreases in SCNT embryos, we searched for enzymes that could eliminate H3K9 methylation in the mouse model. Among the histone lysine demethylase (KDM) family members with histone H3K9-demethylating activity, KDM4D is known to target H3K9me2 and H3K9me3, and KDM3A to target H3K9me1 and H3K9me2 (Shi and Whetstine, 2007; Whetstine et al., 2006). To confirm the specificity of these demethylases, mouse SCNT embryos were injected with *Kdm4d* or *Kdm3a* mRNA at 5 h post activation (hpa), and the embryos were immunostained for three types of H3K9 methylation (H3K9me1, 2, or 3) at 10 hpa (Figure 1A). As previously reported (Matoba et al., 2014), *Kdm4d* mRNA injection resulted in almost complete demethylation of H3K9me2 and H3K9me3 (Figures 1B and 1C). H3K9me1 was significantly increased in these embryos, probably as a secondary product of the demethylation of H3K9me2/3 (Figures 1B and 1C). This reduced level of H3K9me2/3 was maintained in *Kdm4d* mRNA-injected embryos at the two-cell stage, when major ZGA begins, a finding that is consistent with our previous report (Matoba et al., 2014). By contrast, injection of *Kdm3a* resulted in the complete loss of H3K9me1 and H3K9me2 but not H3K9me3 at the one-cell stage in SCNT embryos (Figures 1B and 1C). Interestingly, analysis of these *Kdm3a*-injected embryos at the two-cell stage (24 hpa) showed that both H3K9me1/2 and H3K9me3 decreased greatly (Figures 1D and 1E). To carefully compare the localization of 4′,6-diamidino-2-phenylindole (DAPI) and H3K9me3, we analyzed their signal intensities by line profiling (Figure 1F). Although some of the nucleoli surrounding heterochromatin regions maintained a faint signal in *Kdm3a*-injected two-cell embryos, most DAPI-dense heterochromatic regions and non-DAPI-dense euchromatic regions lost H3K9me3 (Figure 1F). These results suggest that H3K9me3 could be eliminated secondary to the loss of H3K9me1/2.

**Figure 1:**
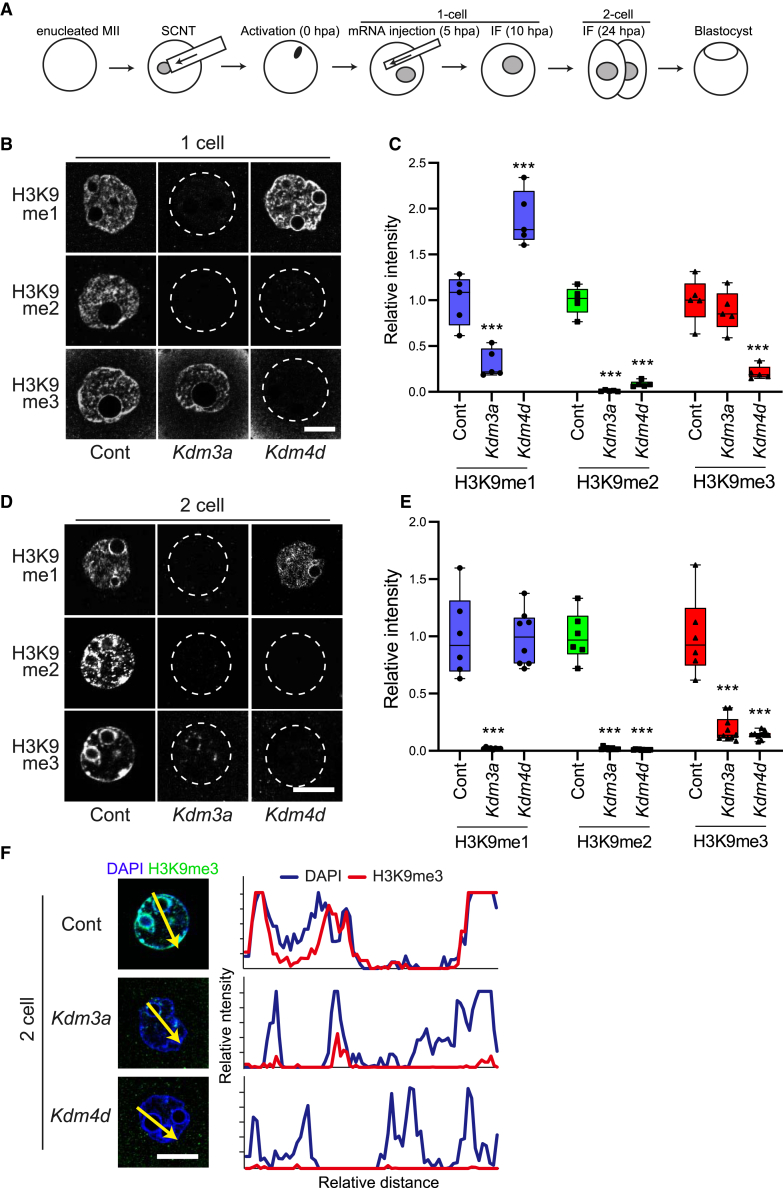
Removal of H3K9me1/2 by *Kdm3a* led to a secondary loss of H3K9me3 in mouse SCNT embryos (A) Schematic illustration of the experimental approach. SCNT embryos were injected with either *Kdm3a* or *Kdm4d* mRNA at 6 hpi and stained for immunofluorescence at the one-cell (10 hpi) and two-cell (24 hpi) stages. (B) Representative images of the nuclei of SCNT embryos immuno-stained using anti-H3K9me1, anti-H3K9me2, and anti-H3K9me3 antibodies at the one-cell stage. Scale bar, 5 μm. (C) Boxplots showing the relative intensities of H3K9me1/2/3 levels in each sample at the one-cell stage. ^∗∗∗^*p* < 0.001 compared with the control. (D) Representative images of nuclei of SCNT embryos immuno-stained using anti-H3K9me1, anti-H3K9me2, and anti-H3K9me3 antibodies at the two-cell stage. Scale bar, 5 μm. (E) Boxplots showing the relative intensities of H3K9me1/2/3 levels in each sample at the one-cell stage. ^∗∗∗^*p* < 0.001 compared with the control. (F) Line profiles (yellow arrows) of 4′,6-diamidino-2-phenylindole (DAPI) and H3K9me3 channels showing the relative intensities in the nucleus of the two-cell stage embryos. Scale bar, 5 μm.

The transcriptome of *Kdm3a*-treated SCNT embryos is similar to that of *Kdm4d*-treated SCNT embryos. To understand the transcriptional consequences of H3K9me1/2 demethylation by *Kdm3a*, we used RNA sequencing (RNA-seq) to compare the transcriptome of *in vitro* fertilized (IVF) embryos, control SCNT embryos, and SCNT embryos injected with *Kdm3a* (SCNT-*Kdm3a*) or *Kdm4d* mRNA (SCNT-*Kdm4d*) at the late two-cell stage (Figure 2A; Table S1). 

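Late two-cell embryos were collected 28 h after insemination or activation (28 to 29 h in the sample labels), and each library was made from a pool of 5 or 10 embryos (5 to 10 in the labels). Polyadenylated RNA was reverse transcribed and amplified, and the libraries were sequenced as paired-end reads of 150 bp. The comparison had 4 libraries of IVF embryos and 2 libraries each of control SCNT, SCNT-*Kdm3a* and SCNT-*Kdm4d* embryos, the SCNT embryos being made with cytochalasin B, which blocks actin polymerization. IVF embryos came from B6N oocytes and DBA/2 sperm, whereas SCNT embryos came from BDF1 oocytes and BDF1 cumulus cells, so the strain of the oocyte changed together with the way the embryo was made. The injected mRNA was at 1500 ng/mL in the methods and at 1500 ng/µL in the labels and Table S2. The authors aligned the reads to mm10, retained those with a unique position, and deposited the number of reads counted on each gene without normalization. Reads on genes ranged from 6662727 to 16791202 in IVF libraries, with a median of 15765698. They numbered 9136103 and 11878059 in control SCNT libraries, 13240378 and 21188688 in SCNT-*Kdm3a* libraries, and 13638295 and 15849137 in SCNT-*Kdm4d* libraries. Counts of all 25 libraries of the study were fitted together with edgeR's quasi-likelihood test and TMM normalization. The fit covered the 25794 autosomal genes with a mean of at least 1 read, and DEGs had an adjusted p under 0.05 (Benjamini-Hochberg) and a fold change over 2.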

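The injected mRNAs themselves marked the libraries. *Kdm3a* (ENSMUSG00000053470.13, chromosome 6 of mm10, 71588972 to 71632990) had 3489 ± 265.3 CPM (SD, n = 2) after TMM normalization in SCNT-*Kdm3a* embryos and 215.2 ± 2.74 (SD, n = 2) in control SCNT embryos, a log2 fold change of 4.02 (standard error 0.25, adjusted p = 6.7e-11 from edgeR). It had 278.4 CPM in SCNT-*Kdm4d* embryos and 197.4 ± 4.84 (SD, n = 4) in IVF embryos. *Kdm4d* (chromosome 9, 14462548 to 14500482) had 16463 ± 4502 CPM (SD, n = 2) in SCNT-*Kdm4d* embryos, 1.72 ± 1.35 (SD, n = 2) in control SCNT embryos and 4.15 in SCNT-*Kdm3a* embryos. Reads of the injected mRNA and of the embryo's own transcripts were counted together.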

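TPM was computed from the deposited counts and gene lengths over autosomal genes, and differed by at most 0.000492% from the paper's values above 1 for the 1631 genes held in the shortened copy of Table S1 that was at hand. In a PCA of log2(TPM + 1) over the 17817 autosomal genes with a mean TPM above 1 in the 10 libraries, PC1 carried 39.5% of the variance and PC2 carried 18.9%. IVF libraries lay between 61.9 and 70.8 on PC1. Control SCNT libraries lay at −72.7 and −61.2, SCNT-*Kdm3a* libraries at −37.1 and −37.8, and SCNT-*Kdm4d* libraries at −25.8 and −29.2, so that no pair of groups overlapped on PC1.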

Principal component analysis (PCA) using genes with >1 transcript per kilobase million (TPM) on average among all samples separated control SCNT embryos from IVF embryos (Figure 2B). As expected, SCNT-*Kdm4d* embryos were closer to IVF embryos than control SCNT embryos. 

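Distances were measured without a projection, as the Euclidean distance of each library to the mean of the IVF libraries in log2(TPM + 1) over the 17994 autosomal genes with a mean TPM above 1 in all libraries of the study, with each IVF library set against the other IVF libraries. The distance was 68.9 ± 5.83 (SD, n = 4) among IVF libraries, 152.2 ± 11.3 (SD, n = 2) for control SCNT embryos, 130.6 ± 1.34 (SD, n = 2) for SCNT-*Kdm3a* embryos and 119.5 ± 0.833 (SD, n = 2) for SCNT-*Kdm4d* embryos. Relative to control SCNT embryos, the mean distance was 78.5% in SCNT-*Kdm4d* embryos and 85.8% in SCNT-*Kdm3a* embryos. Both libraries of each *Kdm* group were nearer to IVF embryos than both control libraries, which ranged from 144.2 to 160.2, but 2 libraries against 2 cannot give an exact two-sided permutation p below 0.333. The share in SCNT-*Kdm3a* embryos moved most when control SCNT replicate 1 was left out, to 90.5%, and scaling every gene to unit variance gave 90.3%. Without that library the share in SCNT-*Kdm4d* embryos was 82.9%.

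**Figure D1:**
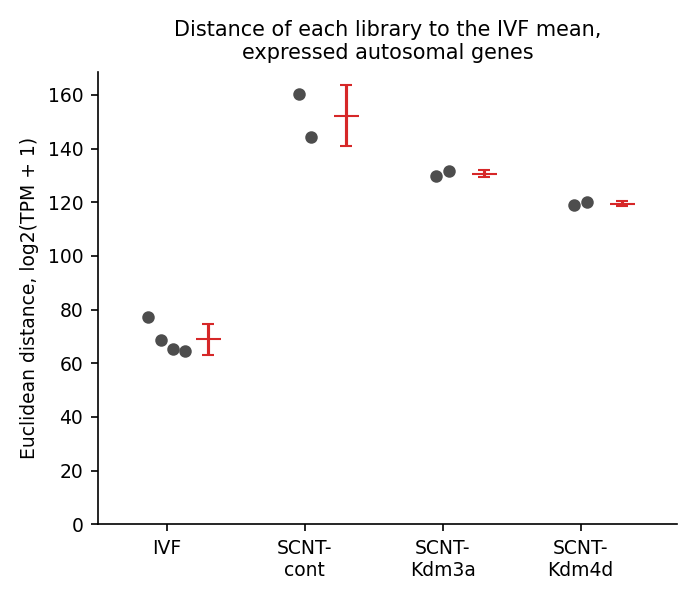
Euclidean distance of each library to the mean of the IVF libraries, in log2(TPM + 1) over expressed autosomal genes, for IVF, control SCNT, SCNT-Kdm3a and SCNT-Kdm4d embryos. Points are libraries, and the red dash and bar are the mean and SD of each group. The control SCNT libraries sit between 144.2 and 160.2, and the SCNT-Kdm3a and SCNT-Kdm4d libraries between 118.9 and 131.5.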

Interestingly, the injection of *Kdm3a* induced a significant change in the transcriptome that was similar to that induced by *Kdm4d* (Figure 2B).

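The log2 fold changes against control SCNT embryos in SCNT-*Kdm3a* and SCNT-*Kdm4d* embryos had a correlation of 0.67 across 25792 genes, after *Kdm3a* and *Kdm4d* themselves were left out. Genes are not independent replicates, and both sets of changes were measured against the same 2 control libraries. In counts simulated without any change between groups, sharing the control alone gave a correlation of 0.51 (0.50 to 0.52 in 20 simulations). These simulations gave every group the same spread per gene. The 2 control libraries lay 119.7 apart over the whole transcriptome, against 98.99 in SCNT-*Kdm3a* and 86.97 in SCNT-*Kdm4d* embryos. A noisier control raises the correlation from sharing, so 0.51 may be too low and its gap to 0.67 too wide. When each *Kdm* group was set against a different control library, the correlation was 0.25. SCNT-*Kdm3a* embryos had 1074 DEGs against control SCNT embryos (617 higher and 457 lower), and SCNT-*Kdm4d* embryos had 817 (550 higher and 267 lower). Of these, 422 were called in both groups in the same direction, an overlap to which the shared control libraries also add. In 8 simulations without any change between groups, at most 2 genes were called in both groups in one direction (mean 0.5). These simulations hold no changed genes and give the control the same spread as the other groups. They therefore do not size what the shared control adds among genes that do change.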

**Figure 2:**
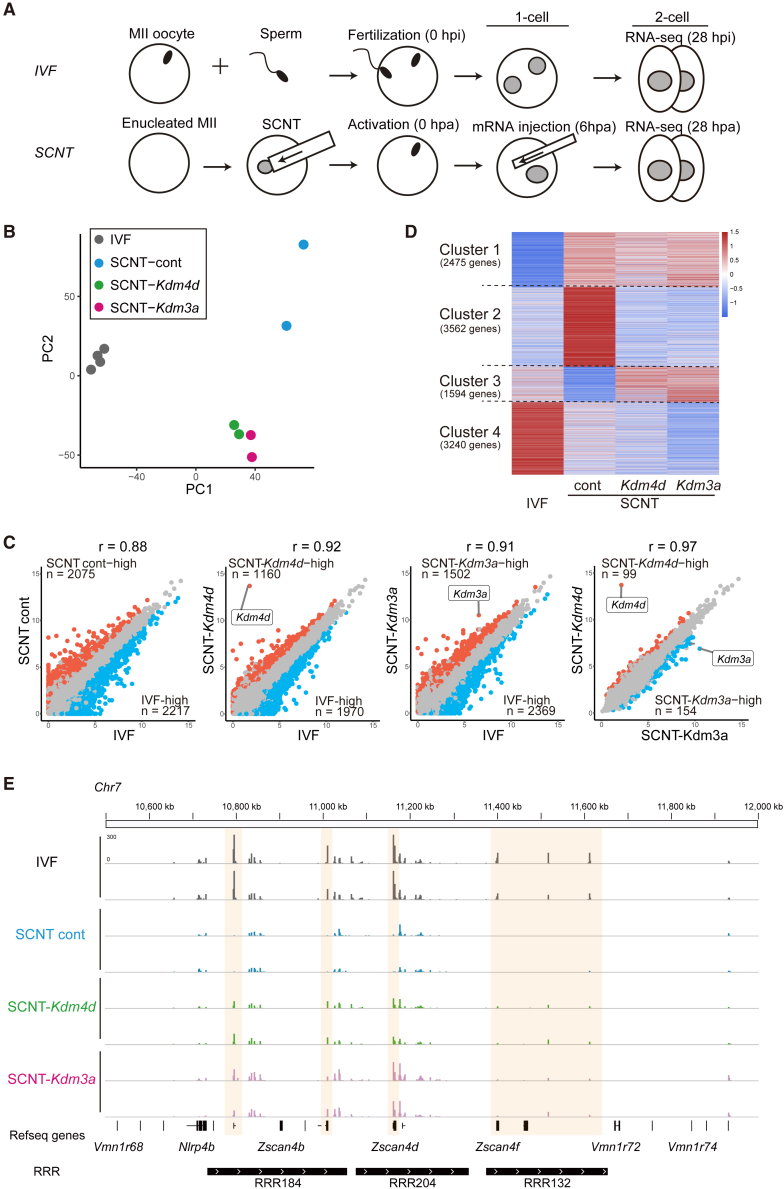
*Kdm3a* and *Kdm4d* induced similar transcriptome changes in SCNT embryos (A) Schematic illustration of the experimental approach. IVF or SCNT embryos were collected at the two-cell stage for RNA-seq analysis (28 hpi or hpa, respectively). (B) PCA plot of the transcriptome derived from the two-cell stage embryos. Genes with TPM >1 on average among all samples were used. Each dot represents a single sample. Note that the transcriptome of *Kdm3a*-injected SCNT embryos (SCNT-*Kdm3a*) is very similar to that of *Kdm4d*-injected SCNT embryos (SCNT-*Kdm4d*). (C) Scatterplots comparing the gene expression levels of IVF and SCNT embryos at the two-cell stage. The genes with significant differences (fold change > 2) are presented in red or blue. Note that SCNT-*Kdm3a* and SCNT-*Kdm4d* exhibited highly similar transcriptomes (r = 0.97). (D) Heatmap comparing the expression levels of all expressed genes (TPM >10 in at least one sample). TPM values were converted to *Z* score. Genes were grouped into four clusters using K-means clustering. Note that clusters 2 and 3 responded similarly to *Kdm3a* and *Kdm4d* in the SCNT embryos. (E) A genome browser view of RNA-seq data at the *Zscan4* cluster on chromosome 7 containing *Kdm3a*/*4d*-responsive genes (yellow box). See Figure S1 and Table S1.

Pairwise comparisons revealed that the number of differentially expressed genes (DEGs) between SCNT embryos and IVF embryos was decreased by injection of either *Kdm3a* or *Kdm4d* (3,871 or 3,130, respectively) from control (4,292). 

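Against IVF embryos, control SCNT embryos had 3864 DEGs, of which 2081 were higher and 1783 lower. SCNT-*Kdm3a* embryos had 3312 (1680 higher and 1632 lower), and SCNT-*Kdm4d* embryos had 2396 (1239 higher and 1157 lower). A count of DEGs has no replicate error of its own. With each IVF library left out in turn, the counts stayed between 3285 and 3508 in control SCNT embryos, between 2839 and 3034 in SCNT-*Kdm3a* embryos, and between 2034 and 2189 in SCNT-*Kdm4d* embryos. A fit of the compared libraries alone moved the count of SCNT-*Kdm4d* embryos most upward, to 3227. Under that fit the splits leaned to lower genes, with 1281 higher and 1946 lower in SCNT-*Kdm4d* embryos. SCNT-*Kdm3a* embryos then had 1697 higher and 2212 lower, and control SCNT embryos had 2238 and 2273. Of the 3864 genes called in control SCNT embryos, 1711 were called in the same direction in SCNT-*Kdm3a* embryos and 1443 in SCNT-*Kdm4d* embryos. Another 1582 genes in SCNT-*Kdm3a* embryos and 951 in SCNT-*Kdm4d* embryos were DEGs that had not been called in control SCNT embryos.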

Injection of *Kdm3a* or *Kdm4d* also increased the correlation between SCNT transcriptome with IVF embryos (r = 0.91 or 0.92, respectively) compared with the control (r = 0.88) (Figure 2C). 

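Pearson's r was taken across the 25794 genes tested, between the groups' values of log2(mean TPM + 1). It was 0.925 between control SCNT and IVF embryos, 0.945 between SCNT-*Kdm3a* and IVF embryos, and 0.953 between SCNT-*Kdm4d* and IVF embryos. Spearman's rho moved these values most, to 0.875, 0.898 and 0.910, and with a pseudocount of 0.1 in place of 1 they were 0.880, 0.912 and 0.923. With 1 library left out in turn, r ranged from 0.907 to 0.925 in control SCNT embryos, from 0.937 to 0.944 in SCNT-*Kdm3a* embryos and from 0.946 to 0.952 in SCNT-*Kdm4d* embryos, and the ranges of the *Kdm* groups did not overlap that of the control.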

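A direct comparison of SCNT-*Kdm4d* with SCNT-*Kdm3a* embryos gave 84 DEGs, of which 37 were higher and 47 lower in SCNT-*Kdm4d* embryos. The number depended on the method, with 325 DEGs from DESeq2 and 337 without a filter on low counts. *Kdm3a* and *Kdm4d* themselves were among the DEGs. Between the group means, r was 0.974. *Mov10l1* had a log2 fold change of −4.22 (standard error 0.94, adjusted p = 0.0418 from edgeR) and *Ankef1* had −4.17 (standard error 0.94, adjusted p = 0.0435). *Ccdc180* was at least 10.0-fold higher in SCNT-*Kdm4d* embryos (adjusted p = 0.0138), since no SCNT-*Kdm3a* library held more than 3 of its reads.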

Strikingly, SCNT-*Kdm3a* and SCNT-*Kdm4d* embryos had a limited number of DEGs (253 genes) with extremely high correlation coefficients (r = 0.97) (Figure 2C). K-means clustering using the genes expressed in at least one sample (>10 TPM) also indicated that *Kdm3a* and *Kdm4d* induced similar transcriptomic changes. 

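K-means clustering with 4 clusters was repeated on Z scores of the 11028 autosomal genes with a TPM above 10 in at least 1 library. In a cluster of 2512 genes, the mean Z score was −1.20 in IVF, 0.67 in control SCNT, 0.40 in SCNT-*Kdm3a* and 0.13 in SCNT-*Kdm4d* embryos. A cluster of 3358 genes had mean Z scores of 1.24, −0.18, −0.66 and −0.40 in the same order. A cluster of 3523 genes fell from 1.30 in control SCNT embryos to −0.53 in SCNT-*Kdm3a* and −0.47 in SCNT-*Kdm4d* embryos, with −0.30 in IVF embryos. A cluster of 1635 genes rose from −0.97 in control SCNT embryos to 0.65 in SCNT-*Kdm3a* and 0.40 in SCNT-*Kdm4d* embryos, with −0.08 in IVF embryos. Z scores were computed within the libraries that define the clusters, so that the means carry no separate test.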

While genes in clusters 1 (2,475 genes) and 4 (3,240 genes) were unchanged by injection of *Kdm3a* or *Kdm4d*, genes in clusters 2 (3,562 genes) and 3 (1,594 genes) were downregulated and upregulated, respectively, in a similar manner by *Kdm3a* or *Kdm4d* injection (Figure 2D). Indeed, genes in the *Zscan4* cluster and *Obox* cluster, which are well-known reprogramming-resistant genes (RRGs) within reprogramming-resistant regions (RRRs) (Matoba et al., 2014), were derepressed similarly by *Kdm3a* and *Kdm4d* in SCNT embryos (Figures 2E and S1A). 

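The *Zscan4* genes lie on chromosome 7 of mm10 between 10794242 (the start of *Zscan4a*) and 11402318 (the end of *Zscan4f*), and the *Obox* genes lie on the same chromosome. The annotation lists *Zscan4a* as an unprocessed pseudogene, and reads that match several members of a family were removed by the unique alignment. Against control SCNT embryos, *Zscan4d* (ENSMUSG00000090714.10) had a log2 fold change of 3.99 (standard error 0.47, adjusted p = 1.05e-05 from edgeR) in SCNT-*Kdm3a* embryos and of 3.00 (standard error 0.46, adjusted p = 0.000399) in SCNT-*Kdm4d* embryos. *Zscan4a*, *Zscan4c* and *Zscan4f* were also called in both groups, with log2 fold changes between 2.85 and 4.18. *Zscan4b* was at least 7.76-fold higher with *Kdm3a* and at least 6.52-fold higher with *Kdm4d*, and *Zscan4e* had log2 fold changes of 0.91 and 2.27, but neither gene passed the adjusted p in either group. *Obox3* (ENSMUSG00000066772.12) had 3.08 (standard error 0.29, adjusted p = 6.36e-07) with *Kdm3a* and 2.51 (standard error 0.29, adjusted p = 1.18e-05) with *Kdm4d*. *Obox6* had 1.42 and 1.28, *Obox8* had 2.36 and 2.46, and *Obox3-ps4* had 1.84 and 1.72, all called in both groups. *Obox1*, *Obox2*, *Obox5* and *Obox7* were not called in either group.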

Quantitative reverse-transcription PCR analysis confirmed the dosage-dependent effect of *Kdm4d* and *Kdm3a* mRNA on ZGA gene derepression (Figures S1B and S1C). Gene Ontology (GO) analysis revealed that downregulated cluster 2 genes are involved in protein catabolism and kinase signaling and that upregulated cluster 3 genes are enriched for the biogenesis of ribonucleoprotein or ribosome (Figure S1D), which suggested that *Kdm* injection accelerates the transition from somatic to embryonic metabolism. These results suggest that H3K9me3 demethylation secondarily induced by the loss of H3K9me1/2 can ameliorate the transcriptional reprogramming in a manner similar to that induced by direct demethylation of H3K9me3.

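Among the 879 RRGs of Table S4, 222 rose past the threshold against control SCNT embryos in SCNT-*Kdm3a* embryos and 183 in SCNT-*Kdm4d* embryos, and 131 were shared, with the same control libraries behind both counts. In 8 simulations without any change between groups and with the same spread in all groups, 0 RRGs rose past it in both. The median log2 fold change of the RRGs was 0.90 with *Kdm3a* and 0.82 with *Kdm4d*. The paper does not count RRGs at this point and rests on the transcriptome changes that it found alike with *Kdm3a* and *Kdm4d*. From those changes it proposes that H3K9me3 demethylation following a loss of H3K9me1/2 can improve transcriptional reprogramming much as direct H3K9me3 demethylation does.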

### *Kdm3a* injection significantly improves the developmental potential of SCNT embryos

Next, we examined the effects of *Kdm3a* or *Kdm4d* injection on the pre-implantation development of SCNT embryos. In control SCNT embryos, most embryos arrested development at the two-cell stage and only about 30% of the two-cell embryos developed to the four-cell stage, and this resulted in a very low blastocyst formation rate of <20% (per the number of two-cell stage embryos). By contrast, a high percentage (>90%) of SCNT embryos injected with *Kdm4d* successfully cleaved to the four-cell stage (Figures 3A and 3B; Table S2), and, as reported previously (Matoba et al., 2014), the blastocyst rate reached over 80% per the number of two-cell stage embryos. Interestingly, similar to the results for *Kdm4d* injection, a high percentage (>90%) of *Kdm3a*-injected SCNT embryos developed to the four-cell stage, and >70% reached the blastocyst stage (Figures 3A and 3B; Table S2). These significant improvements in embryonic development are consistent with the results showing that H3K9me3 is depleted in *Kdm3a*-SCNT embryos and that *Kdm3a* and *Kdm4d* induce similar changes in the SCNT transcriptome. Thus, *Kdm3a*-mediated depletion of H3K9me3 caused by loss of H3K9me1/2 may improve SCNT embryo development to the same level as that observed with *Kdm4d*.

**Figure 3:**
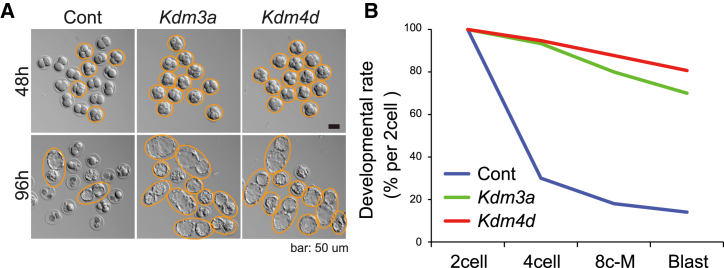
*Kdm3a* markedly improved the pre-implantation development of SCNT embryos derived from cumulus cells (A) Representative images of SCNT embryos at 48 and 96 h of *in vitro* culture. Normally developing embryos are marked with orange circles. Scale bar, 50 μm. (B) Line plot showing the percentages of embryos that reach the indicated stages. 2cell, two-cell stage at 24 hpa; 4cell, 4-cell stage at 48 hpa; 8c-M, 8-cell stage or morula stage at 72 hpa; Blast, blastocyst stage at 96 hpa. See Table S2.

### G9ai treatment decreases the H3K9me3 level in mouse SCNT embryos

The results described earlier raised the possibility that removal of the H3K9me3-mediated barrier might be achieved by inhibiting H3K9me1/2 formation in SCNT embryos. In mammals, H3K9me1/2 is formed mainly by the cooperation of two histone methyltransferases, G9a/EHMT2 and GLP/EHMT1 (Tachibana et al., 2005). Recently, in addition to the available G9a/GLP inhibitors such as A366 (Sweis et al., 2014) (half maximal inhibitory concentration [IC50]: 3.3 nM) or UNC0638 (Vedadi et al., 2011) (IC50: <15 nM), a series of highly selective and potent G9a inhibitors (G9ai) (RK series; e.g., IC50 of RK-701: 23–27 nM) have been developed (Nishigaya et al., 2023; Takase et al., 2023). We used these selective G9ai to reduce H3K9 methylation levels in SCNT embryos.

First, we evaluated the effect of various G9ai on embryonic development and H3K9 methylation levels in IVF embryos (Figure S2). None of the G9ai affected development to the two-cell stage. However, whereas most inhibitors did not affect development to the blastocyst stage, UNC0638 completely blocked blastocyst formation (Figures S2A and S2B). To examine the effect of G9ai treatment on post-implantation development, we transferred the G9ai-treated IVF embryos (other than UNC0638) to pseudopregnant females. We found that G9ai-treated embryos developed to term at a similar efficiency to control (Figure S2C; Table S3) without any phenotypic abnormality including body and placenta weight (Table S3). We also examined the H3K9me1/2/3 levels in IVF embryos at the one-cell, two-cell, and blastocyst stages. G9ai treatment did not change the levels of H3K9me1/2/3 at the one-cell stage (Figures S2D–S2F) and only slightly reduced H3K9me2/3 levels at the two-cell stage (Figures S3A–S3C). H3K9me1/2 staining of the blastocysts showed that H3K9me1/2 levels were significantly reduced by almost all G9ai, but no such effect was observed for RK-0133114, which is the inactive *R*-enantiomer form of RK-701 (Nishigaya et al., 2023; Takase et al., 2023) (Figures S3D–S3F). H3K9me3 level was only slightly affected by these G9ai in this setting (Figures S3E and S3F).

Next, we examined the effect of G9ai on H3K9me1/2/3 levels in SCNT embryos. First, we used immunostaining to assess the H3K9me1/2 levels at the one-cell stage, 8 h after the initiation of an inhibitor treatment (Figure 4A). The H3K9me1 level was slightly but not significantly decreased by RK-701 treatment at this stage, but the levels of H3K9me2 and H3K9me3 decreased significantly by 39% and 29%, respectively (Figure 4B). Such decreases in H3K9me1/2/3 levels by RK-701 became even more evident at the two-cell stage (Figure 4C). Consistent with the decrease of H3K9 methylation, several histone demethylases were detected at these stages (Figures S4A and S4B).

**Figure 4:**
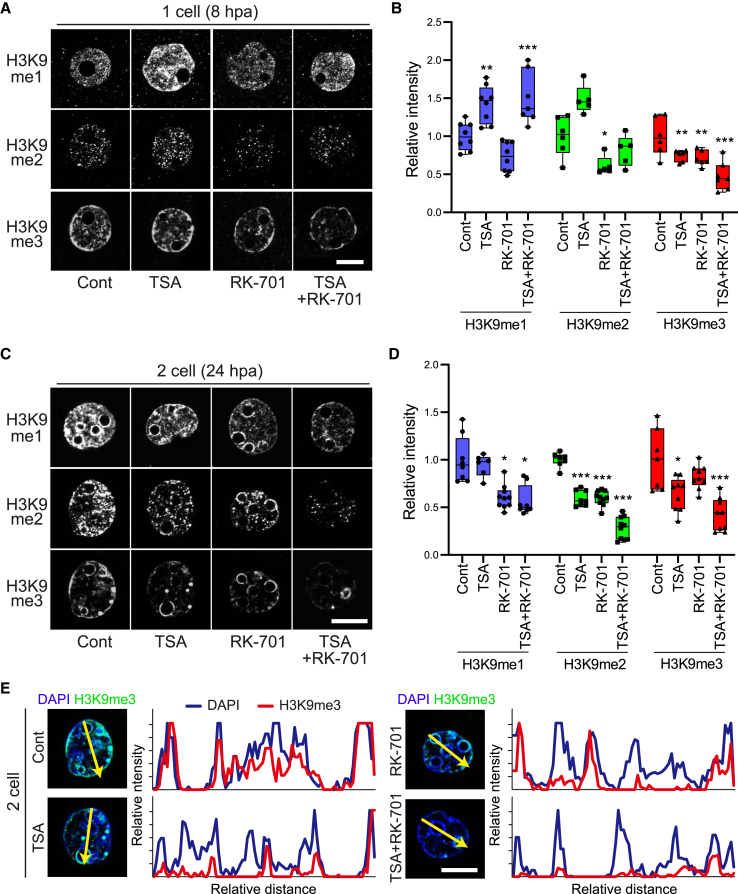
G9ai significantly reduced H3K9me3 levels in SCNT embryos at the two-cell stage (A) Representative images of nuclei of SCNT embryos immuno-stained using anti-H3K9me1, anti-H3K9me2, and anti-H3K9me3 antibodies at the one-cell stage. Scale bar, 5 μm. (B) Boxplots showing the relative intensities of H3K9me1/2/3 levels in each sample at the one-cell stage. ^∗∗^*p* < 0.01, ^∗∗∗^*p* < 0.001 compared to control. (C) Representative images of the nucleus of SCNT embryos immuno-stained using anti-H3K9me1, anti-H3K9me2, and anti-H3K9me3 antibodies at the two-cell stage. Scale bar, 5 μm. (D) Boxplots showing the relative intensities of H3K9me1/2/3 levels in each sample at the one-cell stage. ^∗^*p* < 0.05, ^∗∗∗^*p* < 0.001 compared with the control. (E) Line profiles (yellow arrows) of DAPI and H3K9me3 channels showing the relative intensities in the nucleus of the two-cell stage embryos. Scale bar, 5 μm. See Figures S2–S4, Table S3.

It has been shown that treatment with HDAC inhibitors, such as trichostatin A (TSA), significantly increases the mouse cloning rate (Kishigami et al., 2006; Rybouchkin et al., 2006) Interestingly, the effects of G9ai on H3K9 methylation were enhanced greatly when combined with TSA. TSA treatment significantly increased the H3K9 acetylation levels at the one-cell stage, but not at the two-cell stage (Figures S4C–S4F). Dual treatment with G9ai and TSA markedly reduced H3K9me1, H3K9me2, and H3K9me3 levels by 43%, 72%, and 58%, respectively, at the two-cell stage (Figures 4C and 4D). It is noteworthy that H3K9me1 was elevated by TSA treatment in one-cell stage embryos. Comparison of the signal intensities between H3K9me3 and DAPI within the two-cell nucleus confirmed that the combined treatment of TSA and G9ai globally reduced the H3K9me3 level, although some peri-nucleolar regions maintained faint H3K9me3 signals (Figure 4E). These results suggest that G9ai inhibits the formation of H3K9 methylation and has a synergistic effect with TSA on H3K9 demethylation.

### G9ai derepress ZGA genes in SCNT embryos

To understand the transcriptional effect of G9ai, we performed RNA-seq in two-cell stage embryos. To gain better insight into the effect of G9a inhibition, we used three different G9ai including RK-701, A366, and UNC0638 (Table S1). 

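These SCNT embryos were made from cumulus cells (CC) with latrunculin A in place of cytochalasin B to block actin polymerization, and were collected at the same stage as the *Kdm*-injected embryos. The groups were control CC embryos (CC_cont, 2 libraries), embryos treated with TSA, a histone deacetylase inhibitor, at 25 nM for 8 h (CC_T, 2 libraries), and embryos treated with a G9ai at 1 µM for 24 h, either RK-701 (CC_G, 3 libraries) or A366 (CC_G, 2 libraries). Co-treated embryos (CC_TG) received TSA with RK-701, A366 or UNC0638, with 2 libraries each, and UNC0638 alone was not sequenced. The 4 IVF libraries were those set against the *Kdm* groups. Reads counted on genes numbered 9259726 and 16604899 in CC_cont libraries and 10932362 and 14310577 in CC_T libraries. Counts with RK-701 alone ranged from 10472261 to 14572436, with a median of 10770548, and those with A366 alone were 11044239 and 13163539. Co-treated libraries held between 13992805 and 15602397 reads on genes. The interaction of TSA and G9ai was tested as the departure of the co-treatment's log2 fold change from the sum of the separate ones. Folds against CC_cont share the same 2 control libraries. These libraries lay 135.7 apart over the whole transcriptome, the largest distance within any group. Their mean distance was 125.7 to CC_T, 130.3 to RK-701 alone and 125.6 to A366 alone. The fit of all libraries gives every group the same spread per gene, so p values against CC_cont may be too small. CC_cont and the control SCNT embryos made with cytochalasin B differed by 3 DEGs, with 2007 genes at an unadjusted p under 0.05. *Sva* (log2 fold change −4.66, standard error 0.70, adjusted p = 0.00603 from edgeR) and *Gm9519* (−2.70, standard error 0.37, adjusted p = 0.00235) were lower in CC_cont, and *Cblb* was at least 16.6-fold higher (adjusted p = 0.0282).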

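Control CC embryos had 3947 DEGs against IVF embryos (2246 higher and 1701 lower). TSA alone gave 3843, RK-701 alone 3046 and A366 alone 3915. Co-treatment gave 3148 with RK-701, 2812 with A366 and 2538 with UNC0638. With only the compared libraries in each fit, control CC embryos had 4035, TSA alone 4636, RK-701 alone 3976 and A366 alone 4654. Co-treatment then gave 4174 with RK-701, 3940 with A366 and 3462 with UNC0638. The lower counts with RK-701 alone and with TSA and RK-701 thus depended on the fit. A call depends on how many libraries a group has, and RK-701 alone had 3 where the other groups had 2. Without 1 of its libraries, RK-701 alone gave between 2366 and 2598 DEGs. Of the 3947 genes called in control CC embryos, 2316 were called in the same direction with TSA alone, 1854 with RK-701 alone and 1594 with TSA and RK-701. Pearson's r between group means of TPM on the log2 scale was 0.925 between control CC and IVF embryos, 0.931 with TSA alone, 0.949 with RK-701 alone and 0.948 with TSA and RK-701. Against control CC embryos themselves, TSA alone gave 84 DEGs, RK-701 alone 862, A366 alone 31, TSA and RK-701 1605, TSA and A366 1550, and TSA and UNC0638 1601.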

Pairwise comparisons of TSA and/or G9ai-treated SCNT embryos with IVF embryos revealed that, unexpectedly, each treatment reduced the number of DEGs against IVF embryos only slightly (Figure S5A). Therefore, instead of analyzing the whole transcriptome, we focused on RRGs (879 genes; 2C/1C ≥ 2, *p* < 0.05, in Matoba et al. (2014) and SCNT/IVF ≥0.5, *p* < 0.05 in this study; Table S4). 

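All 879 RRGs listed in Table S4 were among the genes tested. Of these, 750 were called lower in control CC embryos than in IVF embryos in the fit of all libraries, and 572 in control SCNT embryos made with cytochalasin B. With DESeq2 on the libraries of each pair alone, a setting chosen after the counts were seen, all 879 were lower in control CC embryos and 652 in the cytochalasin B control. The list was chosen by the study on these IVF and control libraries, so a rise of RRGs against control CC embryos is not independent evidence. The changes between one-cell and two-cell embryos that also define RRGs were measured in another study and were not analysed here.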

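Over the RRGs, PC1 carried 53.0% of the variance of log2(TPM + 1) and PC2 carried 10.8%. IVF libraries lay between 30.9 and 33.1 on PC1, and control CC libraries at −18.9 and −22.9. The Euclidean distance to the mean of the IVF libraries over these genes was 11.2 ± 0.862 (SD, n = 4) among IVF libraries and 55.7 ± 2.61 (SD, n = 2) in control CC embryos. Since the genes were selected for their difference between these groups, the distance is a scale for the treatments and not a test of that difference.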

PCA analysis using RRGs separated IVF and control SCNT embryos (Figure 5A). 

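With TSA alone, 20 of the 879 RRGs were derepressed, that is, called higher than in control CC embryos. RK-701 alone derepressed 102 and A366 alone derepressed 14. Adjusted over the list alone, the counts were 54, 137 and 68. The count with RK-701 alone was 63 without its replicate 2 and 53 without its replicate 3. The median log2 fold change of the RRGs was 0.35 with TSA alone, 0.59 with RK-701 alone and 0.40 with A366 alone, and 0.26, 0.46 and 0.32 when the 115 genes at the floor of 3 counts in control CC embryos were set to their lower bound. RRGs rose as a set in all 3 groups in camera with a preset correlation of 0.01 (adjusted p = 4.85e-11, 2.48e-16 and 9.82e-14), and the calls held under fry (0.0103, 0.00046 and 0.00607) and with an estimated correlation. With the cytochalasin B control as the reference the medians were 0.16, 0.34 and 0.18, and camera with the preset correlation called all 3 shifts (adjusted p = 0.00532, 4.01e-07 and 0.000368). Of the set tests against it that were chosen after the values were seen, fry called the shift with RK-701 alone (adjusted p = 0.0146) but not that with TSA alone (0.17) or with A366 alone (0.115), and camera with an estimated correlation called none of the 3 (0.107 with RK-701, 0.306 with TSA and 0.228 with A366). The untreated cytochalasin B control itself had a median of 0.14 against control CC embryos. Camera with the preset correlation called this shift too (adjusted p = 0.000168), but fry (0.26) and camera with an estimated correlation (0.258) did not. Distances to IVF embryos over the RRGs were 50.1 ± 3.83 (SD, n = 2) with TSA alone, 44.3 ± 3.75 (SD, n = 3) with RK-701 alone and 48.9 ± 0.556 (SD, n = 2) with A366 alone.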

TSA alone or G9ai alone, either RK-701 or A366, induced a slight transition in the transcriptome of SCNT embryos. Interestingly, G9ai and TSA co-treatment synergistically transformed the SCNT transcriptome. 

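TSA and RK-701 together derepressed 267 RRGs, with a median log2 fold change of 1.10 (0.96 with genes at the floor set to their bound). The RRGs that were higher than in control CC embryos numbered 621 with TSA alone, 680 with RK-701 alone and 743 with both. The distance to IVF embryos over these genes was 42.2 ± 1.68 (SD, n = 2), or 75.9% of that of control CC embryos. It ranged from 41.1 to 43.4, and that with RK-701 alone ranged from 41.7 to 48.6, so the distances of the co-treatment and of RK-701 alone overlapped. Compared directly, a contrast chosen after the result was seen, 150 RRGs were higher and 20 lower with the co-treatment than with RK-701 alone (median log2 fold change 0.45, against −0.11 for all genes), and the set was higher in camera (adjusted p = 3.72e-08) and fry (0.000923) but not with an estimated correlation (0.0535). Against TSA alone, 122 were higher and 2 lower (median 0.65, adjusted p = 0.000272 from fry). Removing the trend with GC content and gene length changed these counts to 108 and 43 against RK-701 alone and 71 and 4 against TSA alone. The interaction term, which asks whether the co-treatment exceeds the sum of the separate log2 changes, was positive and past the threshold in 24 RRGs and negative in 13. Adjusted over the list alone, 35 were positive and 22 negative. Without replicate 1, 2 or 3 of RK-701, 12, 20 and 13 were positive and 12, 9 and 9 negative. The excess of positive interactions was thus gone without replicate 1. With that trend removed, 16 were positive and 16 negative. As a set, the 879 RRGs had a median interaction of 0.04 (adjusted p = 0.377 from camera). The list holds genes that were low in the same control CC libraries, which lowers this value, so it does not test for a departure from the sum. With the cytochalasin B control in their place, also chosen later, 49 RRGs had a positive and 13 a negative interaction, and the median was 0.24 (adjusted p = 0.00215 from camera, 0.136 from fry and 0.26 with an estimated correlation). That control differs in the drug used at activation, and whether the list departs from the sum is left open. Over all genes tested, *Hibch* had an interaction of 3.01 (standard error 0.51, adjusted p = 0.00433 from edgeR), the largest positive one among the genes that met the rule for naming.

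**Figure D2:**
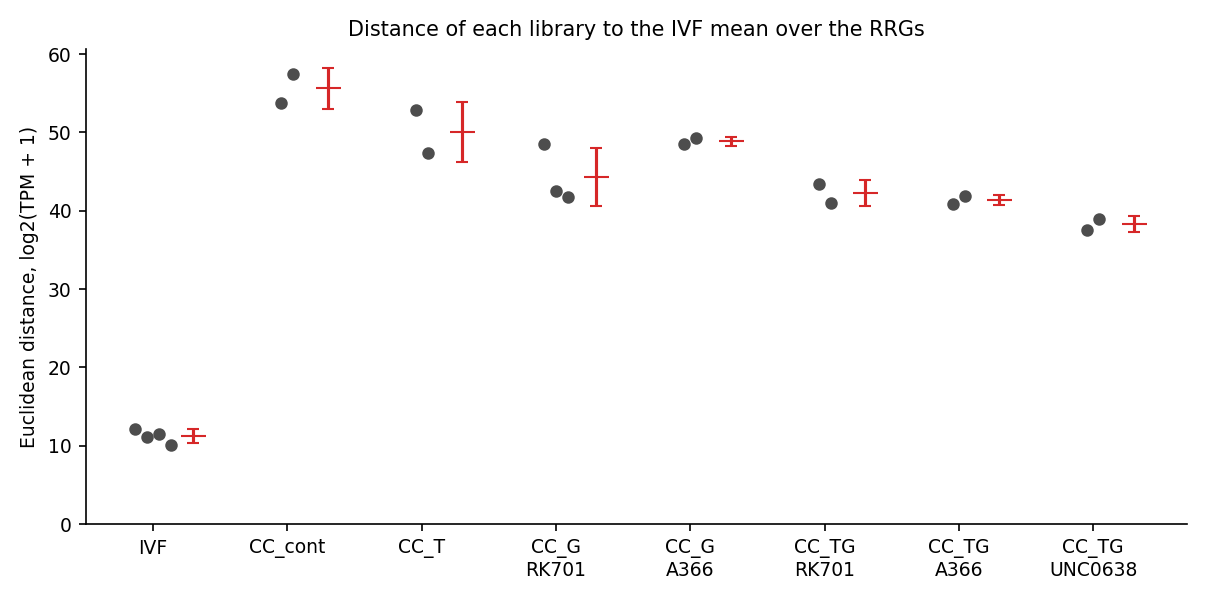
Euclidean distance of each library to the mean of the IVF libraries over the 879 RRGs, in log2(TPM + 1), for IVF embryos and CC embryos without treatment, with TSA (CC_T), with a G9ai (CC_G) or with both (CC_TG). Points are libraries, and the red dash and bar are the mean and SD. The libraries with TSA and RK-701 sit between 41.1 and 43.4, overlapping the lower end of the range with RK-701 alone.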

A similar effect was observed for all G9ai examined, including RK-701+TSA, A366+TSA, and UNC0638+TSA (Figure 5A). 

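TSA with A366 derepressed 259 RRGs, and TSA with UNC0638 derepressed 338. TSA with A366 shared 213 derepressed RRGs with TSA and RK-701, TSA with UNC0638 shared 194 with TSA and RK-701, and 174 were derepressed by all 3 co-treatments. The median log2 fold change of the RRGs was 1.04 with TSA and A366 and 1.27 with TSA and UNC0638, and the set rose in both (adjusted p = 2.83e-06 and 6.28e-07 from fry). The distance to IVF embryos over the RRGs was 74.4% of that of control CC embryos with TSA and A366 and 68.8% with TSA and UNC0638. On PC1 of the RRGs, libraries with TSA and RK-701 lay at −6.6 and −3.3, those with TSA and A366 at −3.4 and −4.7, and those with TSA and UNC0638 at 4.8 and 2.3. Over all genes, TSA with A366 had no DEG against TSA with RK-701, with 1000 genes at an unadjusted p under 0.05, and TSA with UNC0638 had 243 (172 higher and 71 lower). For A366, the median interaction of the RRGs with TSA was 0.17 (adjusted p = 0.059 from camera and 0.419 from fry), which the choice of genes low in control CC embryos lowers, and 0.33 with the cytochalasin B control (0.000262 and 0.115). It was positive and past the threshold in 36 RRGs and negative in 13, and 7 RRGs had a positive interaction with both RK-701 and A366.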

PCA using the whole transcriptome (not RRGs) together with those of *Kdm3a-* and *Kdm4d*-injected embryos (genes expressed at TPM >1 on average) showed that G9ai+TSA samples were closely positioned with *Kdm3a*/*4d*-injected SCNT embryos (Figure S5B). This finding suggests that G9ai+TSA treatment restored the transcriptome via the same pathway as with *Kdm3a* or *Kdm4d*.

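Over the 17994 genes, PC1 carried 22.1% of the variance and PC2 carried 14.6%. On PC1, co-treated libraries lay between 6.5 and 23.7 and the SCNT-*Kdm3a* and SCNT-*Kdm4d* libraries between 12.3 and 16.7. IVF libraries lay between 65.7 and 80.0 on PC1, and control CC libraries at −35.8 and −79.8. On PC2, all co-treated libraries lay between −52.5 and −19.4 and the SCNT-*Kdm3a* and SCNT-*Kdm4d* libraries between −43.3 and −24.8. RK-701 alone lay between 32.7 and 61.8 on PC2, TSA alone at −7.8 and −13.7, and A366 alone at 0.8 and 7.6. IVF libraries lay between 33.2 and 44.2 on PC2, and control CC libraries at 25.2 and 24.2. Co-treated and *Kdm* libraries were thus nearer to IVF embryos than control CC embryos on PC1 and further on PC2. As a share of the distance between control SCNT embryos and SCNT-*Kdm3a* embryos, the distance of the co-treated embryos to SCNT-*Kdm3a* embryos was 82.6% with RK-701, 82.0% with A366 and 77.3% with UNC0638. For SCNT-*Kdm4d* embryos, these shares were 75.9%, 76.2% and 77.8%. TSA alone lay at 100.4% and 96.7% of the control's distances to SCNT-*Kdm3a* and SCNT-*Kdm4d* embryos, RK-701 alone at 97.9% and 96.2%, and A366 alone at 101.1% and 100.5%. Control CC embryos themselves lay at 109.1% (SD 12.3 over 4 pairs of libraries) and 105.8% (SD 14.1 over 4 pairs). The pairs share libraries and are not independent. The choice of control thus leaves open how far the single treatments moved.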

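Log2 fold changes with TSA and RK-701 against control CC embryos had a correlation across genes of 0.36 with those in SCNT-*Kdm3a* embryos and of 0.37 with those in SCNT-*Kdm4d* embryos, both measured against the cytochalasin B control. The groups compared here share no control, and simulations without change gave −0.00. TSA alone gave 0.18 and 0.17, RK-701 alone 0.20 and 0.18, and A366 alone 0.14 and 0.10. Over the RRGs, the correlations were 0.33 and 0.37 with TSA and RK-701, 0.28 and 0.16 with RK-701 alone, 0.09 and −0.08 with A366 alone, and 0.01 and 0.00 with TSA alone. TSA and RK-701 derepressed 129 of the RRGs that *Kdm3a* derepressed and 125 of those that *Kdm4d* derepressed. The direct comparison of TSA and RK-701 with SCNT-*Kdm3a* embryos gave 707 DEGs, and that with SCNT-*Kdm4d* embryos gave 84.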

**Figure 5:**
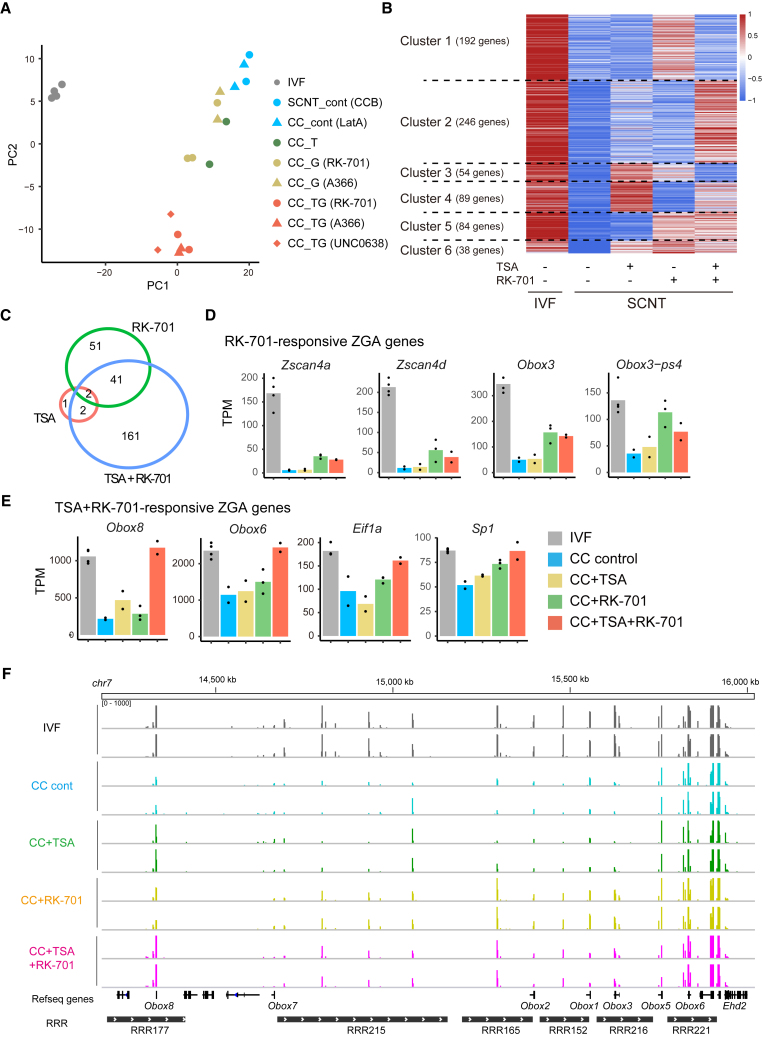
G9ai and TSA synergistically improved the transcriptome of SCNT embryos at the two-cell stage (A) PCA plot of the transcriptome derived from the two-cell stage embryos. RRGs that were upregulated from one-cell to two-cell stage IVF embryos (2C/1C ≥ 2, *p* < 0.05 in Matoba et al. (Matoba et al., 2014) dataset, GEO: GSE59073) and downregulated in SCNT embryos compared with IVF embryos at the two-cell stage (SCNT/IVF ≤0.5, *p* < 0.05 in the dataset generated in this study) were used. Each dot represents a single sample. Note that G9ai and TSA synergistically converted the transcriptome of SCNT embryos and that three different G9ai-treated samples co-treated with TSA (CC_TG [RK-701], CC_TG [A366], and CC_TG [UNC0638]) were closely clustered together. (B) Heatmap comparing the expression levels of RRGs. TPM values were converted to *Z* score. RRGs were grouped into seven clusters using K-means clustering. Six clusters that responded to either TSA or G9ai are shown. Note that cluster 2 was upregulated only by TSA+RK-701. (C) Venn diagram showing the overlap between the RRGs that were derepressed by TSA, RK-701, or TSA+RK-701 compared with the SCNT control. (D) Bar graphs showing the expression levels of RK-701-responsive (activated by both RK-701 and TSA+RK-701) ZGA genes. (E) Bar graphs showing the expression levels of TSA+RK-701-responsive (activated only by TSA+RK-701) ZGA genes. (F) A genome browser view of RNA-seq data at the *Obox* cluster on chromosome 9. See Figure S5, and Tables S1 and S4.

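Of the 879 RRGs, 311 were called higher than in control CC embryos in at least 1 of the 3 treatments, and 568 in none. TSA and RK-701 together derepressed 197 RRGs that neither treatment alone derepressed, and 19 of these had a positive interaction past the threshold. RK-701 alone and the co-treatment shared 51, TSA alone and the co-treatment shared 11, all 3 treatments shared 8, RK-701 alone had 43 of its own, and TSA alone had 1. Being called in one treatment and not in another is no test of a difference, and in direct contrasts 96 of the 197 were called higher than with RK-701 alone, 77 higher than with TSA alone and 40 higher than with each. Of the 206 RRGs that Table S4 lists for the co-treatment, 204 were called, and of the 94 it lists for RK-701, 82 were called.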

K-means clustering of RRGs separated these into seven clusters. Six G9ai- or/and TSA-responsive clusters are shown in Figure 5B. Cluster 4 (89 genes) and cluster 5 (84 genes) were derepressed by TSA and G9ai, respectively, but cluster 6 (38 genes) responded similarly to these two treatments. 

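K-means clustering of Z scores of the 879 RRGs into 7 clusters gave 2 clusters, of 164 and 77 genes, whose mean Z score rose from control CC embryos by more than 1 with the co-treatment and by at most 1 with either treatment alone. In the larger of these, it was −0.86 in control CC embryos, −0.44 with TSA alone, −0.53 with RK-701 alone and 0.29 with both. The smaller went from −1.05 to −0.75 with TSA alone, −0.10 with RK-701 alone and 1.02 with both. Together they held 241 genes, and 121 when Z scores were computed on the log2 scale. Mean Z scores in a cluster of 58 genes were −0.89 in control CC embryos and 0.90 with TSA alone, and those in a cluster of 82 genes were −0.92 and 1.15 with RK-701 alone. A cluster of 54 genes rose with TSA alone from −0.93 to 0.14 and with the co-treatment to 1.05, and one of 151 genes rose from −0.68 to 0.31 with RK-701 alone. With the co-treatment, the clusters of 58, 82 and 151 genes had means of −0.33, −0.45 and −0.39, below those with the single treatment that raised them. The last, of 293 genes, stayed between −0.49 and −0.38 in all CC groups. The clusters were formed on group means, so a rise with the co-treatment in a cluster is not a test.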

Interestingly, cluster 2 (246 genes) was activated only when TSA and G9ai were treated simultaneously. GO analysis revealed that cluster 2 was enriched for “blastocyst formation” genes (Figure S5C), which suggests that the dual treatment activated the developmentally important genes in the SCNT embryos. Indeed, ZGA-related genes such as *Zscan4a/d* and *Obox3* were significantly derepressed by G9ai (fold change >2, adjusted *p* < 0.05; Figures 5C, 5D, and S5D), and TSA+G9ai treatment further activated other ZGA genes including *Obox6*, *Obox8*, and *Eif1a* (Figures 5E and 5F). 

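*Zscan4a* (ENSMUSG00000110097.1) had 4.19 CPM in control CC embryos and 26.3 ± 3.65 (SD, n = 3) with RK-701 alone, a log2 fold change of 2.66 (standard error 0.33, adjusted p = 6.99e-05 from edgeR). With TSA added, it had 27.1 CPM, and IVF embryos had 150.6 ± 30.9 (SD, n = 4). *Zscan4d* rose by a log2 fold change of 2.26 (standard error 0.43, adjusted p = 0.00223) and *Obox3* by 1.68 (standard error 0.26, adjusted p = 0.00041) with RK-701 alone. With TSA and RK-701 the values were 2.12 and 1.92, and the interaction was −0.50 for *Zscan4d* and 0.05 for *Obox3* (adjusted p = 0.77 and 1). *Obox8* (ENSMUSG00000099216.1, chromosome 7, 14331436 to 14333557) had 80.1 ± 14.6 CPM (SD, n = 2) in control CC embryos, 185.5 ± 77.8 (SD, n = 2) with TSA alone, 109.7 ± 38.8 (SD, n = 3) with RK-701 alone, 580.7 ± 74.4 (SD, n = 2) with both and 483.6 ± 49.3 (SD, n = 4) in IVF embryos. The log2 fold change was 1.21 (adjusted p = 0.0384) with TSA alone, 0.45 (0.314) with RK-701 alone and 2.86 (standard error 0.28, adjusted p = 1.6e-06) with both. *Obox6* reached 1.51 (standard error 0.25, adjusted p = 0.000418) with the co-treatment and 0.44 with RK-701 alone. *Eif1a* (chromosome 18, 46597701 to 46616456) reached 1.15 (standard error 0.29, adjusted p = 0.0101) with the co-treatment, and with 1 library left out in turn this value ranged from 0.69 to 1.85. The interaction, which tests whether TSA added to RK-701 by more than its own effect, was 1.20 (adjusted p = 0.0758) for *Obox8*, 0.86 (0.196) for *Obox6* and 1.20 (0.103) for *Eif1a*, and DESeq2 called it for *Obox8* (0.0205) and *Eif1a* (0.0342).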

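*Cox7b2* (ENSMUSG00000049387.10, chromosome 5, 71442824 to 71548205) had no reads in control CC libraries and 6 and 58 reads with TSA and RK-701, which made it at least 10.2-fold higher (adjusted p = 0.00899 from edgeR). Most of these reads came from 1 of the 2 libraries. *Terb2* (ENSMUSG00000027229.5) had a log2 fold change of 1.50 (standard error 0.25, adjusted p = 0.000357) with TSA and RK-701 and an interaction of 1.21 (adjusted p = 0.0459), which was no longer past the threshold without any 1 of the 3 RK-701 libraries. *Cstf2t* (ENSMUSG00000053536.7) had 2.02 (standard error 0.26, adjusted p = 5.01e-05) and an interaction of 1.89 (adjusted p = 0.00596). *Clhc1*, the other gene of Fig. S5E, had 1.92 (standard error 0.32, adjusted p = 0.000449). In SCNT-*Kdm4d* embryos, set against the cytochalasin B control, *Terb2* had a log2 fold change of 0.89 (adjusted p = 0.0303), which did not reach a fold change of 2, and *Cox7b2* had 0.66 (adjusted p = 0.848), a value whose sign depended on single libraries. *Cstf2t* and *Clhc1* were called in SCNT-*Kdm4d* embryos, with 1.22 (adjusted p = 0.00537) and 1.20 (adjusted p = 0.0273).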

Interestingly, several germline genes (*Cox7b2*, *Terb2*, *Cstf2t*, etc.) resistant to *Kdm4d* (Akter et al., 2021; Matoba et al., 2018) were derepressed by this dual treatment (Figure S5E). These results suggest that G9ai allows the efficient activation of ZGA genes in SCNT embryos, especially when combined with TSA.

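With UNC0638 in place of RK-701, co-treated embryos reached log2 fold changes of 3.61 for *Zscan4a*, 3.78 for *Zscan4d* and 3.05 for *Obox3*, and with A366 these were 2.79, 1.76 and 1.96. *Sp1*, also shown in Figure 5, rose by 1.17 (standard error 0.18, adjusted p = 0.000231 from edgeR) with TSA and RK-701, with an interaction of 0.28. From the rise of *Zscan4* and *Obox* genes with a G9ai and of further ZGA genes once TSA was added, the paper proposes that G9ai lets ZGA genes be activated efficiently in SCNT embryos, most of all together with TSA.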

G9ai and TSA synergistically improve mouse cloning efficiency. Having demonstrated that G9ai treatment can significantly reduce H3K9me3 and normalize the transcriptome to the one similar to that of *Kdm4d/3a*-SCNT, we next asked whether such inhibitor treatment can improve the development of SCNT embryos. First, we optimized the condition of G9ai treatment using cumulus clone (CC) embryos (Figures 6A, S6A, and S6B). In the control, only 36% of two-cell stage CC embryos successfully developed to the four-cell stage (Figures 6A and S6A). RK-701 treatment for 6 and 24 h increased the four-cell rate to 60% and 80%, respectively (Figure S6A). Strikingly, simultaneous treatment of G9ai and TSA increased the four-cell rate further up to 95% (Figures 6A and S6A). When these embryos were cultured until 96 hpa, the RK-701 treatment during the initial 24 h improved the blastocyst rate from 12% to >50% (Figures 6A and S6B). Interestingly, RK-701 treatment for >24 h did not improve, but instead decreased the developmental rate (Figure S6B), which indicated that 24 h of G9ai treatment was optimal.

**Figure 6:**
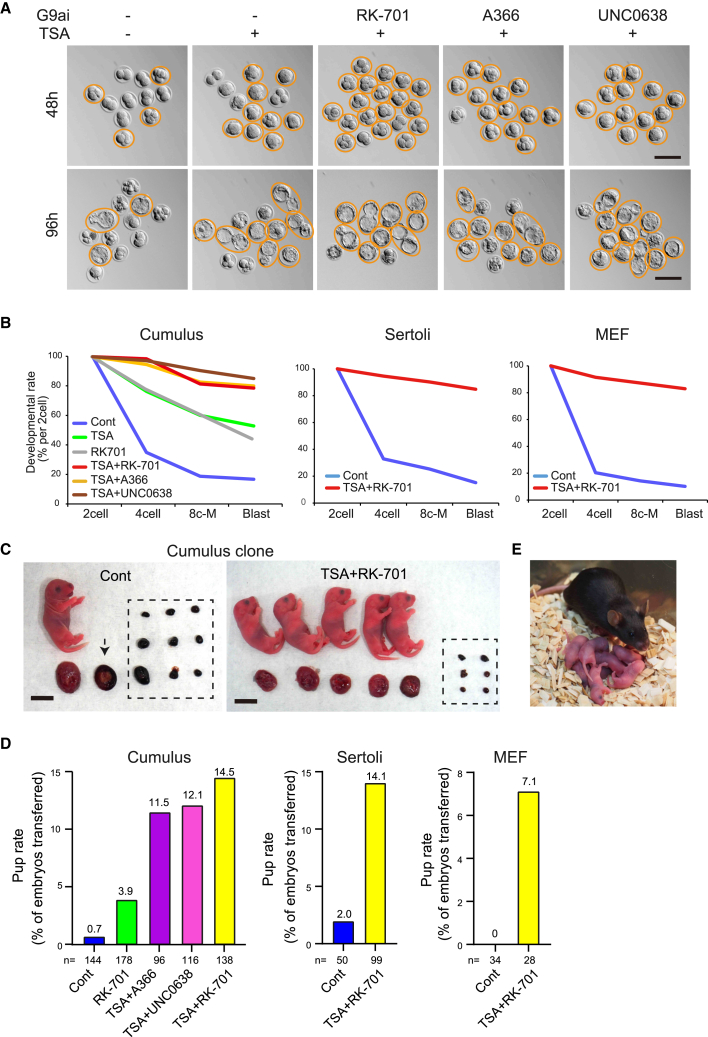
G9ai and TSA co-treatment markedly improved the embryonic development of SCNT embryos derived from cumulus cells, Sertoli cells, and MEFs (A) Representative images of SCNT embryos derived from cumulus cells at 48 and 96 h of *in vitro* culture. Normally developing embryos are marked with orange circles. Scale bar, 100 μm. (B) Line plots showing the percentages of embryos that reached the indicated stages. Note that any G9ai examined significantly improved the blastocyst rate when combined with TSA. 2cell, two-cell stage at 24 hpa; 4cell, 4-cell stage at 48 hpa; 8c-M, 8-cell stage or morula stage at 72 hpa; Blast, blastocyst stage at 96 hpa. (C) Representative images of a single litter of SCNT embryos derived from cumulus cells at birth. Left panel; control litter, right panel; TSA+RK-701-treated litter. Those in the dashed box represent embryos absorbed after implantation. (D) Bar graphs showing the birth rate of SCNT embryos examined by the caesarean section on E19.5. (E) An image of an adult female mouse derived by SCNT from a cumulus cell through TSA+RK-701 treatment and its pups generated through natural mating with a wild-type male. See Figure S6, and Tables S2 and S5.

Intriguingly, the blastocyst rate increased to about 80% when the embryos were co-treated with TSA and RK-701 (Figures 6A, 6B, and S6B; Table S2). Such a synergistic improvement by RK-701 and TSA was observed in SCNT embryos derived from cumulus cells as well as Sertoli cells and MEFs, all of which exhibited blastocyst rates >80% (Figure 6B). We also tested other available G9ai and found that A366 as well as UNC638, which was toxic for the long-term treatment of IVF embryos (Figure S2B) and single treatment in SCNT (Figure S6C), showed the same level of improvement as RK-701 when combined with TSA (Figure 6B). Thus, the optimized treatment with G9ai and TSA greatly increased the developmental rate of SCNT embryos.

Next, to examine the effects of the optimized condition on the post-implantation development of SCNT embryos, we performed embryo transfer at the two-cell stage using cumulus cells as the nuclear donor. In the control SCNT embryos, 35% of embryos transferred to the surrogate mother implanted (Figure S6D), and only 0.7% resulted in birth (Figures 6C and 6D; Table S5). These implantation and birth rates were significantly lower than that in IVF control (Figure S2; Table S3). Treatment with RK-701 alone increased the implantation and birth rates of the SCNT embryos to 49.4% and 3.9%, respectively (Figures S6D and 6D; Table S5). The combination of RK-701 with TSA increased the implantation rate further to 55.8% and the birth rate to 14.5% (Figures S6D, 6C, and 6D; Table S5). Interestingly, other G9ai including A366 and UNC0638 also improved the birth rate >10% when combined with TSA (Figure 6D). Such a significant improvement in the birth rate was similarly observed when Sertoli and MEF cells were used as donors (from 2.0% to 14.1% and from 0% to 7.1%, respectively; Figure 6D; Table S5). The SCNT embryos generated through G9ai+TSA exhibited a large placental phenotype (Figures S6E and S6F; Table S5). The cloned pups normally grew into fertile adults (Figure 6E; Table S5). These results suggest that the optimized treatment with G9ai and TSA greatly improves the efficiency of SCNT-mediated mouse cloning from any type of cells.

## Discussion

In this study, we explored the possible mechanisms to decrease the H3K9me3 level in SCNT embryos and found that demethylation of H3K9me1/2 by *Kdm3a* results in a secondary decrease of H3K9me3 that leads to a significant improvement in genome-wide transcription and embryonic development of SCNT embryos. These results suggested that inhibition of the formation of H3K9me1/2 in the SCNT embryos may help to reduce H3K9me3, which would improve cloning efficiency. This concept is consistent with our findings showing that the optimized treatment to inhibit G9a, which is responsible for the formation of H3K9me1/2 in mammalian cells (Tachibana et al., 2005), decreased not only H3K9me1/2 but also H3K9me3 in the SCNT embryos at the two-cell stage. Such reduction of H3K9me3 might be SCNT embryo-specific as *G9a/Ehmt2* knockout did not change the H3K9me3 level in mouse embryonic stem cells (Tachibana et al., 2005). Indeed, G9ai treatment only slightly affected H3K9me3 levels in the IVF embryos at the two-cell stage (Figures S3A–S3C). The effect of G9ai was synergistic with that of HDACi TSA because simultaneous treatment with the two inhibitors markedly decreased the H3K9me3 level and significantly improved ZGA gene expression and developmental efficiency of the SCNT embryos from cumulus cells, whose rate reached 14%. Given its simple, easy, and high-throughput nature, this G9ai+TSA method has the potential to become a fundamental technology for future cloning research and applications.

We have shown that H3K9me1/2 demethylation by *Kdm3a* at the one-cell stage induced a secondary loss of H3K9me3 at the two-cell stage. The loss of a suitable substrate for H3K9me3 generation should have compromised the new deposition of H3K9me3 and significantly diluted H3K9me3 after replication. However, it is unclear why the level of heterochromatic H3K9me3 already present in the donor cells was not maintained but was almost completely depleted. During DNA replication, parental histones are segregated equally onto both daughter strands, while new histones are deposited in between these parental histones (Escobar et al., 2021; Shan et al., 2023). SUV39H1 binds to H3K9me3 and initiates H3K9 methylation in the surrounding unmethylated histones. This H3K9me3-spreading mechanism requires a specific density of H3K9me3 to maintain the heterochromatic state (Cutter DiPiazza et al., 2021). We speculate that loss of H3K9me1/2 may have compromised this spreading mechanism and that endogenous histone demethylases present in the ooplasm, such as KDM1A, KDM4A (Sankar et al., 2020), and KDM7A/B/C (Figure S4A), removed the parental H3K9me3 in the absence of H3K9me3-spreading activities. Consistently, we found that the faint signals of H3K9me3 remained in the *Kdm3a*-injected SCNT embryos at the two-cell stage and were located in the nucleolus-surrounding regions where H3K9me3 is densely enriched in the control SCNT embryo. Further experiments are required to examine this model. Although the transcriptional and developmental consequences of *Kdm3a*- and *Kdm4d*-injection on SCNT embryos were likely through H3K9me3 demethylation based on the clear overlap between RRRs and H3K9me3 (Matoba et al., 2014), we cannot exclude the pathway through H3K9me2 demethylation that might at least partially contribute to these effects.

Treatment of SCNT embryos with G9ai significantly reduced H3K9me3 levels, which helped activation of ZGA genes and improved mouse cloning rate. These effects were boosted markedly by co-treatment with an HDACi, TSA, which has been shown to improve the cloning rate (Kishigami et al., 2006; Rybouchkin et al., 2006). It is unclear how such synergistic effects were achieved. As expected from the activity of G9a, G9ai treatment significantly reduced H3K9me1/2 levels in the SCNT embryos. Interestingly, G9ai alone significantly reduced the H3K9me3 level. Based on the extremely high selectivity of G9ai to G9a (Nishigaya et al., 2023; Takase et al., 2023), it is unlikely that G9ai directly inhibited SUV39H1/2 or SETDB1. Since G9a is known to form a multimeric complex with other histone methyltransferases including SUV39H1/2 (Fritsch et al., 2010), G9ai may have partially inhibited the catalytic activities of the other components within such complexes. By contrast, treatment with TSA alone significantly decreased the H3K9me2/3 levels (Figure 4D) while increasing the H3K9ac levels (Figures S4C–S4F). Deacetylation of histone lysine residues is a prerequisite for the installation of methylation in the target histones (Bannister and Kouzarides, 2011; Rice and Allis, 2001), and TSA may inhibit H3K9me2/3 formation indirectly via blocking the deacetylation of H3K9ac. These two independent mechanisms likely boosted the demethylation of H3K9me3 and active transcription of developmentally critical ZGA genes such as those in the *Obox* and *Zscan4* families (Figure 5).

Small-molecule inhibitors of H3K9 methyltransferases have been examined in attempts to improve SCNT cloning efficiency. Chaetocin is the first lysine-specific histone methyltransferase inhibitor that can inhibit multiple targets including SUV39H1/2 and G9a (Cherblanc et al., 2013; Greiner et al., 2005; Iwasa et al., 2010). Although chaetocin treatment has been reported to improve slightly but significantly the pre-implantation development of SCNT embryos in pigs (Jeong et al., 2020), it has an adverse effect in sheep (Zhang et al., 2018), bovine (Jafarpour et al., 2020), and mouse SCNT models (unpublished data of AO), possibly because of its low selectivity. BIX-01294 was the first G9a-specific inhibitor identified in 2007 (Kubicek et al., 2007). Similar to chaetocin, BIX-01294 also has a detrimental effect on embryonic development in mice (Huang et al., 2017), although it has been reported to improve pig cloning to some extent (Cao et al., 2017; Huang et al., 2016). These adverse effects likely relate to its low selectivity and narrow range between the efficacy (IC50 to G9a: 1.7 μM) and toxicity (toxic at 4.1 μM) doses (Cao et al., 2019). In contrast to these previous reports, we observed a significant improvement in SCNT efficiency by RK-701, possibly because of its high selectivity and low toxicity (Nishigaya et al., 2023; Takase et al., 2023). Similar improvement to a birth rate >10% was achieved with another two G9ai, A366 and UNC0638. Interestingly, although UNC0638 was toxic when used alone with IVF or SCNT embryos (Figures S2 and S6C), it had an ameliorating effect when co-treated with TSA (Figure 6). This ability of a specific combination of drugs to increase the therapeutic efficacy and reduce toxicity compared with a single drug is known as a synergistic drug combination (Lehár et al., 2009). Therefore, some inhibitors that had failed to improve SCNT because of their toxicity (such as chaetocin) might be effective in SCNT if an appropriate combination with other drugs is identified.

In summary, we have provided insights into the molecular mechanisms that may be useful for attenuating H3K9 methylation in SCNT embryos, and we have established an optimized noninvasive method to significantly improve mouse cloning efficiency using the combination of G9ai and TSA. This method has several advantages to the *Kdm4*-injection approach: it has better technical feasibility, is less time-consuming, and causes less damage to embryos. The high cloning efficiency reaching >14% in cumulus clones without any genetic modulation proves the reliability of this approach. The method described here is technically easy and can be readily applied to various mouse strains and other animal species, and this method may provide a basis for future cloning studies.

## Experimental procedures

### Resource availability

#### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Shogo Matoba ().

#### Materials availability

The materials included in this study are available from the corresponding author upon reasonable request.

#### Data and code availability

The accession number for the RNA-seq datasets reported in this paper is GEO: GSE248499. No new code was generated in this study.

### MICE

All animal experiments were approved by the Institutional Animal Care and Use Committee of RIKEN Tsukuba Institute. ICR, B6D2F1 (BDF1), DBA/2, and C57BL/6N (B6N) mice were purchased from Japan SLC Inc. Mice were housed in specific pathogen-free conditions with controlled lighting (daily light from 07:00 to 21:00).

### SCNT

Mouse SCNT was performed as previously described (Matoba et al., 2018).^.^ In brief, recipient MII oocytes were collected from adult BDF1 females after superovulation. Isolated MII oocytes were enucleated in HEPES-buffered KSOM containing 7.5 mg/mL of cytochalasin B (Calbiochem #250233). The nuclei of cumulus or Sertoli cells were injected into the enucleated oocytes using a Piezo-driven micromanipulator. MEFs were fused with enucleated oocytes using an inactivated Sendai virus envelope (GenomOne CF; Ishihara Sangyo #CF001). After incubation for 1 h in KSOM, reconstructed SCNT oocytes were activated by incubating in Ca-free KSOM containing 3 mM strontium chloride (SrCl_2_) and 5 mg/mL cytochalasin B (CCB) for 1 h, and cultured further in KSOM with 5 mg/mL cytochalasin B for 4 h. In some experiments, latrunculin A was added to KSOM instead of CCB, and these SCNT embryos were treated for 8 h in total after the initiation of SrCl_2_ activation. Some SCNT embryos were injected with about 10 pL (similar to the volume of a pronucleus) of 1,500 ng/mL mouse *Kdm4d* or *Kdm3a* mRNA at 5–6 hpa.

### Inhibitor treatment

The G9ai used in this study are listed in Table S6. The original stock solutions of G9ai were prepared at 10 mM in dimethyl sulfoxide (DMSO) and kept at −80°C. Each G9ai was further diluted to 500 μM with DMSO to make diluted stock solution aliquots that were kept at −80°C until use. The diluted stock solution of G9ai (500 μM) was added to each medium at 1/500 dilution to make the final concentration at 1 μM. For the initial examination of the effect of G9ai in IVF embryos, fertilized zygotes were treated with 1 μM G9ai from 5 hpi until 24 hpi (for embryo transfer experiment) or until the end of *in vitro* culture up to 96 hpi. For the SCNT experiments, the duration of the G9ai treatment was optimized to 24 h from the initiation of activation. G9ai were added to the SrCl_2_-containing activation medium following KSOM at 1 μM for up to 24 hpi. In some experiments, 25 nM TSA was added to the medium for the first 8 h.

### Preparation of *Kdm4d* and *Kdm3a* mRNA

mRNA was synthesized by *in vitro* transcription (IVT), as described previously (Matoba et al., 2014). Briefly, pcDNA plasmid containing full-length mouse *Kdm4d* or *Kdm3a* followed by a polyA tail was linearized by *Xba*I or *Xho*I, respectively. After purification, the linearized plasmid DNA was used as a template for IVT using mMESSAGE mMACHINE T7 Ultra Kit (Thermo Fisher Scientific #AM1345). The synthesized mRNA was dissolved in nuclease-free water and quantified using a NanoDrop ND-1000 spectrophotometer (NanoDrop Technologies). The purified mRNA was diluted to 1,500 ng/mL and 1 μL aliquots were stored at −80°C until use.

### Immunostaining

Embryos were fixed with 4% paraformaldehyde in phosphate-buffered saline (PBS) for 20 min at room temperature. The fixed embryos were permeabilized for 15 min by incubation with 0.5% Triton X-100. After blocking in PBS/BSA for 1 h at room temperature, these were incubated in a mixture of primary antibodies at 4°C overnight. The primary antibodies used are as follows: rabbit anti-H3K9me1 (Abcam, ab9045, 1:500), mouse anti-H3K9me2 (Abcam, ab1220, 1:500), rabbit anti-H3K9me3 (Abcam, ab8898, 1:500), and mouse anti-H3K9ac (Active Motif, 61952, 1:500). Following three washes, the samples were incubated with secondary antibodies that include donkey anti-rabbit Alexa 488 (Thermo Fisher Scientific, A-21206) and donkey anti-mouse Alexa 555 (Thermo Fisher Scientific, A-31570) for 1 h at room temperature. The nuclei were co-stained with DAPI (Vector Laboratories). The fluorescent signals were observed with Nikon C2 confocal microscopy and quantified with NIS-Elements AR (Nikon) and ImageJ software. Statistical significance was evaluated with unpaired Student’s t test.

### RNA-seq library preparation

Two-cell stage embryos derived from IVF and SCNT were collected at 28 hpi or hpa, washed twice in 0.05% BSA in PBS, and flash-frozen in liquid nitrogen. Five or 10 embryos were mixed as a single sample. After thawing, polyadenylated RNAs were reverse transcribed and amplified, using SMART-Seq HT kits (R400748; Takara Bio Inc.). The quality of sequence libraries was examined using a 2100 Bioanalyzer with High-Sensitivity DNA kits (5067-4626; Agilent Technologies). Paired-end 150 bp sequencing was performed on a HiSeq X platform (Illumina).

### RNA-seq analysis

Adapter sequences and low-quality reads were removed using Trimmomatic (version 0.36) (Bolger et al., 2014). The resulting sequence reads were aligned uniquely to the mm10 mouse genome using STAR aligner software (version 2.7.5c) (Dobin et al., 2013) with the following parameters: “--alignIntronMin 20 --alignIntronMax 1000000 -- alignMatesGapMax 1000000 --alignSJoverhangMin 8 --alignSJDBoverhangMin 1 -- twopassMode Basic --readFilesCommand zcat --outFilterType BySJout -- outFilterMultimapNmax 1 --outFilterMismatchNmax 999 -- outFilterMismatchNoverReadLmax 0 --outSAMtype BAM Unsorted --winAnchorMultimapNmax 50.” The mapped reads were counted using featureCounts (Liao et al., 2014). The expression levels of genes were calculated as normalized TPM data. DEGs were identified using the DESeq2 package (version 1.16.1) (Love et al., 2014). Expressed transcripts with at least one read on average were used for analysis. Coverage tracks normalized by DEseq2 were generated with BAMscale. GO analyses were performed using clusterProfiler (version 4.8.3) in the data presented in Figure S1D, and Metascape (version 3.5.20230501) in the data presented in Figure S5C. Sex chromosomes were excluded from this analysis because IVF embryos include male and female cells, whereas all SCNT embryos are female, and the ratio of X and Y chromosomes differs between IVF and SCNT embryos. 

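Reads on genes of the Y chromosome numbered between 1044 and 3513 in IVF libraries and between 18 and 67 in SCNT libraries. With the sex chromosomes included, control SCNT embryos had 4034 DEGs against IVF embryos, SCNT-*Kdm3a* embryos had 3485, SCNT-*Kdm4d* embryos had 2516 and control CC embryos had 4120.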

The gene expression levels in all samples analyzed in this study are shown in Table S1.

# Supplementary material for: Reduction of H3K9 methylation by G9a inhibitors improves the development of mouse SCNT embryos
**Source:** Stem Cell Reports. 2024 May 9;19(6):906–21. doi: 10.1016/j.stemcr.2024.04.003
**Supplement:** Document S1. Supplemental experimental procedures, Figures S1–S6, and Tables S2, S3, S5, and S6

**Supplemental Information**

**Reduction of H3K9 methylation by G9a inhibitors improves the development of mouse SCNT embryos**

**Shogo Matoba, Daiki Shikata, Fumiyuki Shirai, Takaki Tatebe, Michiko Hirose, Akiko Nakata, Naomi Watanabe, Ayumi Hasegawa, Akihiro Ito, Minoru Yoshida, and Atsuo Ogura**

## Supplemental experimental procedures

### *In vitro fertilization*

B6N female and DBA/2 male mice at the age of 9–12 weeks were used to generate IVF control embryos in a BDF1 background. Briefly, spermatozoa were harvested from the epididymis of adult DBA/2 males and incubated in human tubal fluid (HTF) drops for 1 h at 37°C under 5% CO<sub>2</sub> in humidified air. Cumulus–oocyte complexes (COCs) were collected from the oviducts of B6N females that had been superovulated by injection of anti-inhibin serum (gift of Dr. Gen Watanabe at Tokyo University of Agriculture and Technology) followed by 7.5 IU of human chorionic gonadotropin (hCG; Aska Pharmaceutical Co. Ltd.) at 48 h intervals. The COCs were isolated 15–17 h after the hCG injection and incubated in HTF containing 0.04% glutathione (L-glutathione reduced, Sigma Aldrich #G6013) for 1 h before insemination. After preincubation, the activated spermatozoa were introduced into HTF drops containing COCs to initiate insemination. Five to six hours after the initiation of insemination, the fertilized zygotes were washed and transferred to drops of potassium-enriched simplex optimization medium (KSOM).

### *Donor cell preparation*

Primary MEFs were derived from BDF1 male mouse embryos at 13.5 days post coitum. After removal of the head and all organs, minced tissue from the remaining corpus was dissociated in 500 ml of 0.25% trypsin with 1 mM EDTA (Thermo Fisher Scientific #25200056) for 10 min at 37°C. The cell suspension was washed twice with 10% fetal bovine serum (FBS) DMEM and plated in 100-mm dishes, and the plates were cultured at 37°C. Two days later, MEFs were harvested and frozen. Frozen stocks of MEFs were thawed and used for experiments after one passage.

Cumulus cells were collected from adult BDF1 female mice treated with superovulation by injection of 7.5 IU of pregnant mare serum gonadotropin (PMSG; Millipore #367222) and 7.5 IU of hCG (Millipore #230734). COCs were collected from the oviducts 15–17 h after the hCG injection and were treated briefly with HEPES-buffered KSOM containing 300 U/ml bovine testicular hyaluronidase (Calbiochem #385931) to obtain dissociated cumulus cells.

Sertoli cells were collected from the testes of 3–7-day-old BDF1 male mice as described previously (Matoba et al., 2011, 2018). Testicular masses were incubated in phosphate-buffered saline (PBS) containing 0.1 mg/ml collagenase (Thermo Fisher Scientific #17104-019) for 30 min at 37°C and then treated for 5 min with 0.25% trypsin with 1 mM EDTA at room temperature. The dissociated cells were washed four times with PBS containing 3 mg/ml bovine serum albumin (BSA) and then suspended in HEPES-buffered KSOM medium.

### *Embryo transfer*

Two-cell stage SCNT embryos were transferred to the oviducts of pseudopregnant (embryonic day (E) 0.5) ICR females. The pups were recovered by caesarean section on the day of delivery (E19.5) and nursed by lactating ICR females.

### *Reverse Transcription and Real-Time PCR* (related to Figure S1B and S1C)

Two-cell stage embryos were collected at 28 hpi or hpa. Five embryos were pooled as a single sample for each condition. cDNA was directly synthesized with a Cells-to-cDNA kit (Thermo Fisher Scientific, AM1722) with oligo-dT primer. RT-qPCR was then performed using PowerUp SYBR Green Master Mix (#A25742; Thermo Fisher Scientific) with the QuantStudio 7 system

(Thermo Fisher Scientific). The Ct values were normalized to that of external control RNA (Lambda polyA; Takara, #3789). The expression level of each gene was further normalized for IVF control as 1. The primers used for RT-qPCR are as follows; Zscan4d-RT-F1: TCTTTCTGGTTGGCAGCTTT, Zscan4d-RT-R1: GCCTCTGTCAGGACCACTGT, Zscan4a-RT-F1: CCTTTCATCCCACCAGAGAA, Zscan4a-RT-R1: AAGGCTTTTCTGGCATGTGT, Obox3-RT-F1: AGATGAGCTCTGGCAAAGGA, Obox3-RT-R1: TTGGACTGGTCAAGGACCTC, Obox6-RT-F1: TCCTGATTCCTTACCCGTTG, Obox6-RT-R1: CCTGATAATGAGGCGGAGAA, Obox8-RT-F1: CACCCCCAAGAACGTCTAAA, Obox8-RT-R1: GCTAGGGTTGGGTCACAGAA.

***Histology*** (related to Figure S6F)

Placentae collected from E19.5 embryos derived from IVF or SCNT were fixed in 4% paraformaldehyde (PFA) at 4°C overnight and embedded in paraffin blocks. Sections (4 mm in thickness) were subjected to periodic acid Schiff (PAS) staining. Each stained section was scanned on a BZ-9000 microscope (Keyence Japan) and processed using BZ-II Analyzer software (Keyence Japan). At least three placentae for each condition were examined. Representative images of the placenta for each sample were combined into a single panel by adjusting the scale (Figure S6F).

Supplemental Figures  
Figure S1

A

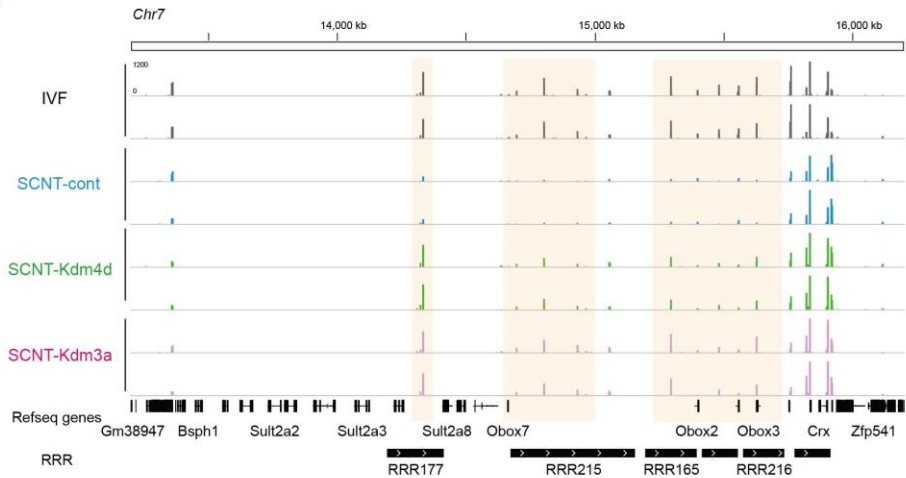

B

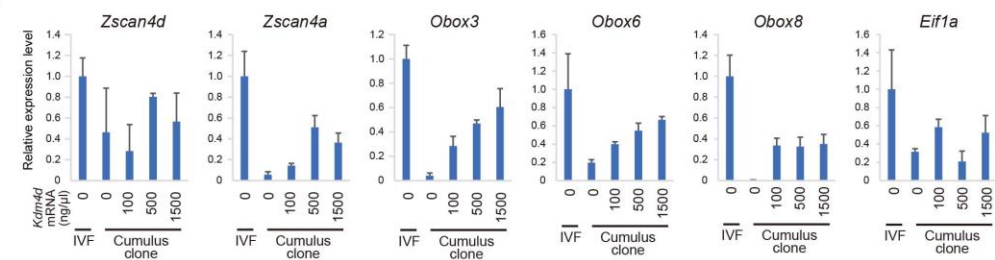

C

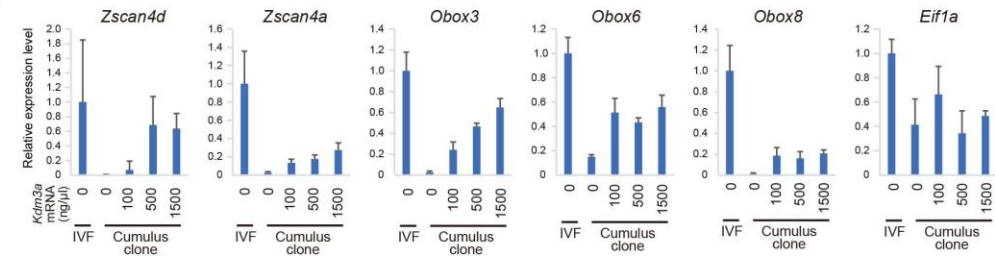

D

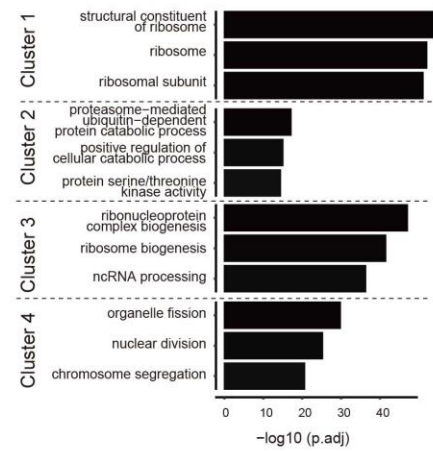

**Figure S1. Effect of Kdm3a on the transcriptome of SCNT embryos (related to Figure 2)**

- (A) A genome browser view of RNA-seq data at the *Obox* cluster on chromosome 7 containing *Kdm3a/4d*-responsive genes (yellow box).
- (B) Gene expression levels of ZGA genes in the *Kdm4d* -injected SCNT embryos examined by RT-qPCR. The expression levels were normalized to external control RNA. The value in IVF was set as 1.0.
- (C) Gene expression levels of ZGA genes in the *Kdm3a* -injected SCNT embryos examined by RT-qPCR. The expression levels were normalized to external control RNA. The value in IVF was set as 1.0.
- (D) Gene ontology analysis of the four clusters classified in Figure 2D.

Figure S2

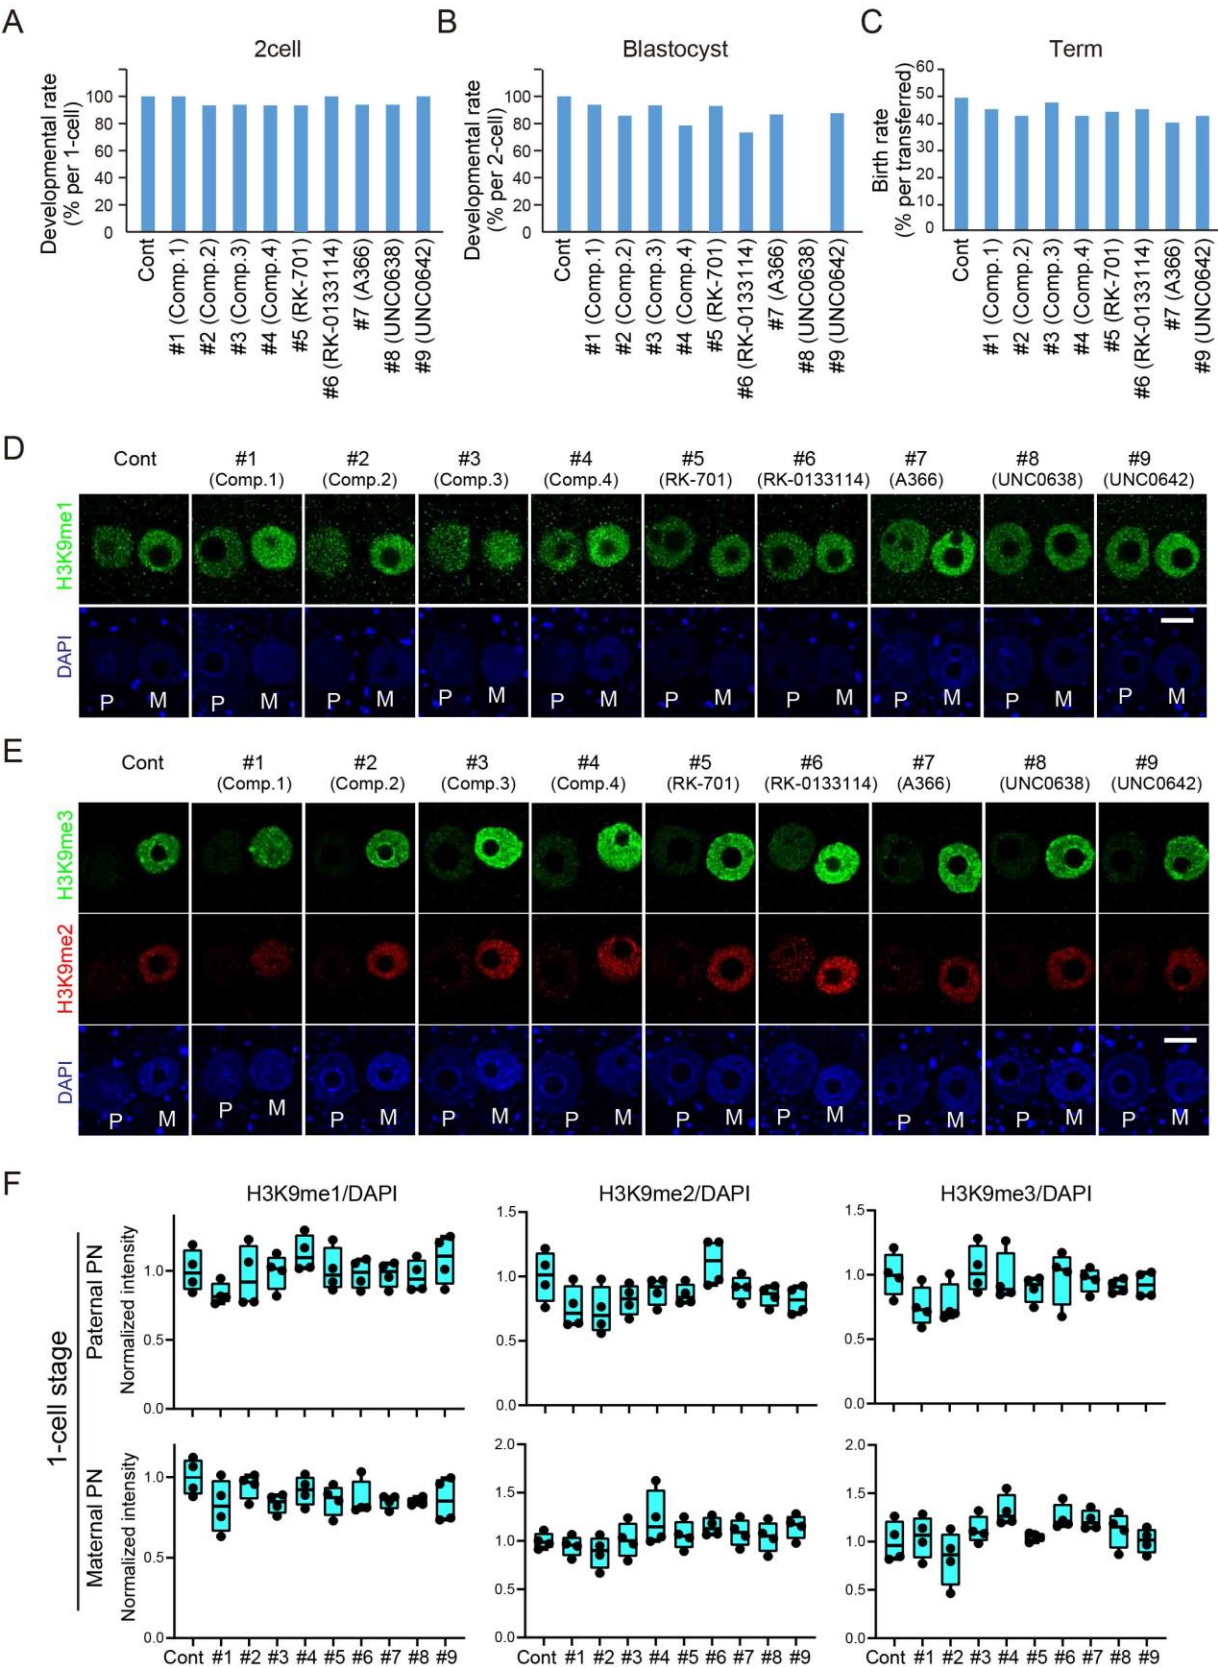

**Figure S2. Effects of G9a inhibitors on the development and H3K9 methylation levels of IVF embryos (related to Figure 4)**

- (A, B) Bar graphs showing the developmental rate to the two-cell stage (A), and the blastocyst stage (B). Embryos were treated with the G9a inhibitors indicated at 1  $\mu$ M concentration from 5 hpi throughout the cultivation period. RK-0133114 is the inactive *R*-enantiomer form of RK-701. All G9ai used in this figure are listed in Table S6.
- (C) Bar graphs showing the developmental rate to term. Embryos were treated with the G9a inhibitors indicated at 1  $\mu$ M concentration from 5 hpi until 24hpi. The embryos were transferred to the oviduct of pseudopregnant females at the 2-cell stage.
- (D) Representative images of IVF embryos at the one-cell stage stained with anti-H3K9me1 antibody and DAPI. P, paternal pronucleus. M, maternal pronucleus. Scale bar represents 10  $\mu$ m.
- (E) Representative images of IVF embryos at the one-cell stage stained with anti-H3K9me2 and anti-H3K9me3 antibodies and DAPI. P, paternal pronucleus. M, maternal pronucleus. Scale bar represents 10  $\mu$ m.
- (F) Box plots comparing the relative intensities of H3K9me1, H3K9me2, and H3K9me3 in the IVF one-cell stage embryos. Each signal intensity was normalized to the DAPI signal levels. Four to five embryos were analyzed for each condition.

Figure S3

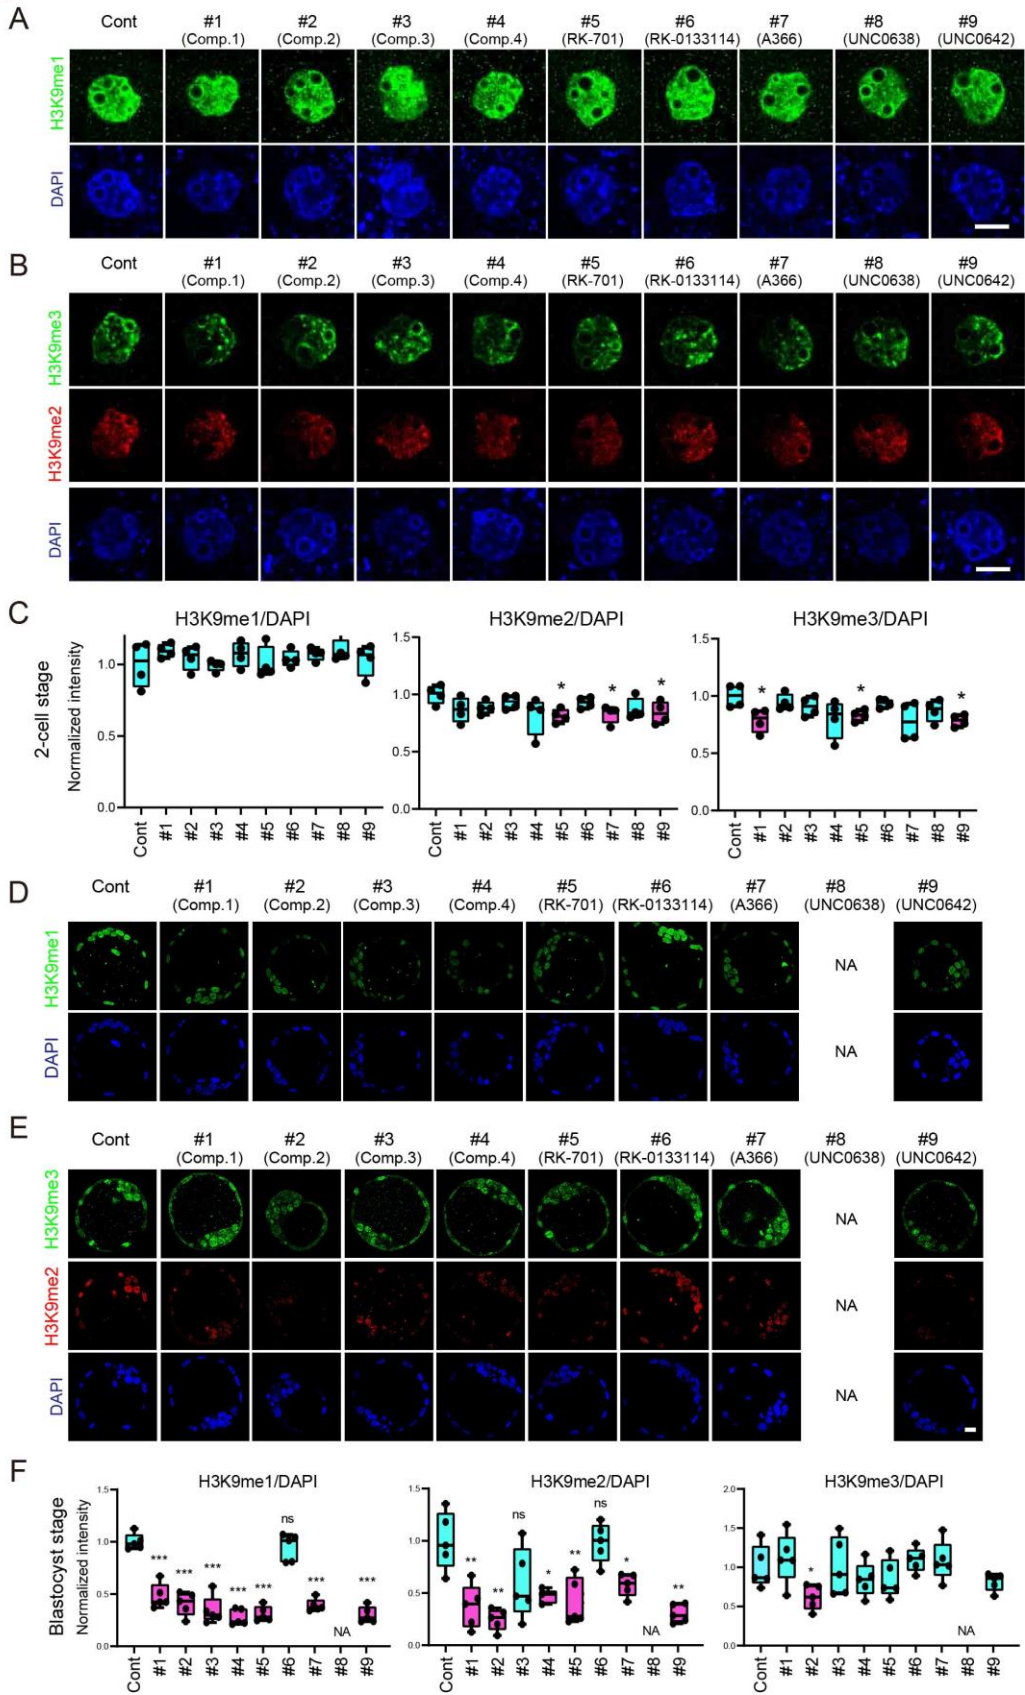

**Figure S3. Effects of G9a inhibitors on the H3K9 methylation levels of IVF embryos (related to Figure 4)**

- (A)** Representative images of IVF embryos at the two-cell stage stained with anti-H3K9me1 antibody and DAPI. Scale bar represents 10  $\mu$ m.
- (B)** Representative images of IVF embryos at the two-cell stage stained with anti-H3K9me2 and anti-H3K9me3 antibodies and DAPI. Scale bar represents 10  $\mu$ m.
- (C)** Box plots comparing the relative intensities of H3K9me1, H3K9me2, and H3K9me3 in the IVF two-cell stage embryos. Each signal intensity was normalized to the DAPI signal levels. Four to five embryos were analyzed for each condition. \* $P < 0.05$  compared with the control.
- (D)** Representative images of IVF embryos at the blastocyst stage stained with anti-H3K9me1 antibody and DAPI. Scale bar represents 10  $\mu$ m.
- (E)** Representative images of IVF embryos at the blastocyst stage stained with anti-H3K9me2 and anti-H3K9me3 antibodies and DAPI. Scale bar represents 10  $\mu$ m.
- (F)** Box plots comparing the relative intensities of H3K9me1, H3K9me2, and H3K9me3 in the IVF blastocysts. Each signal intensity was normalized to the DAPI signal levels. Five embryos were analyzed for each condition. \* $P < 0.05$ , \*\* $P < 0.01$  \*\*\* $P < 0.001$  compared with the control.

Figure S4

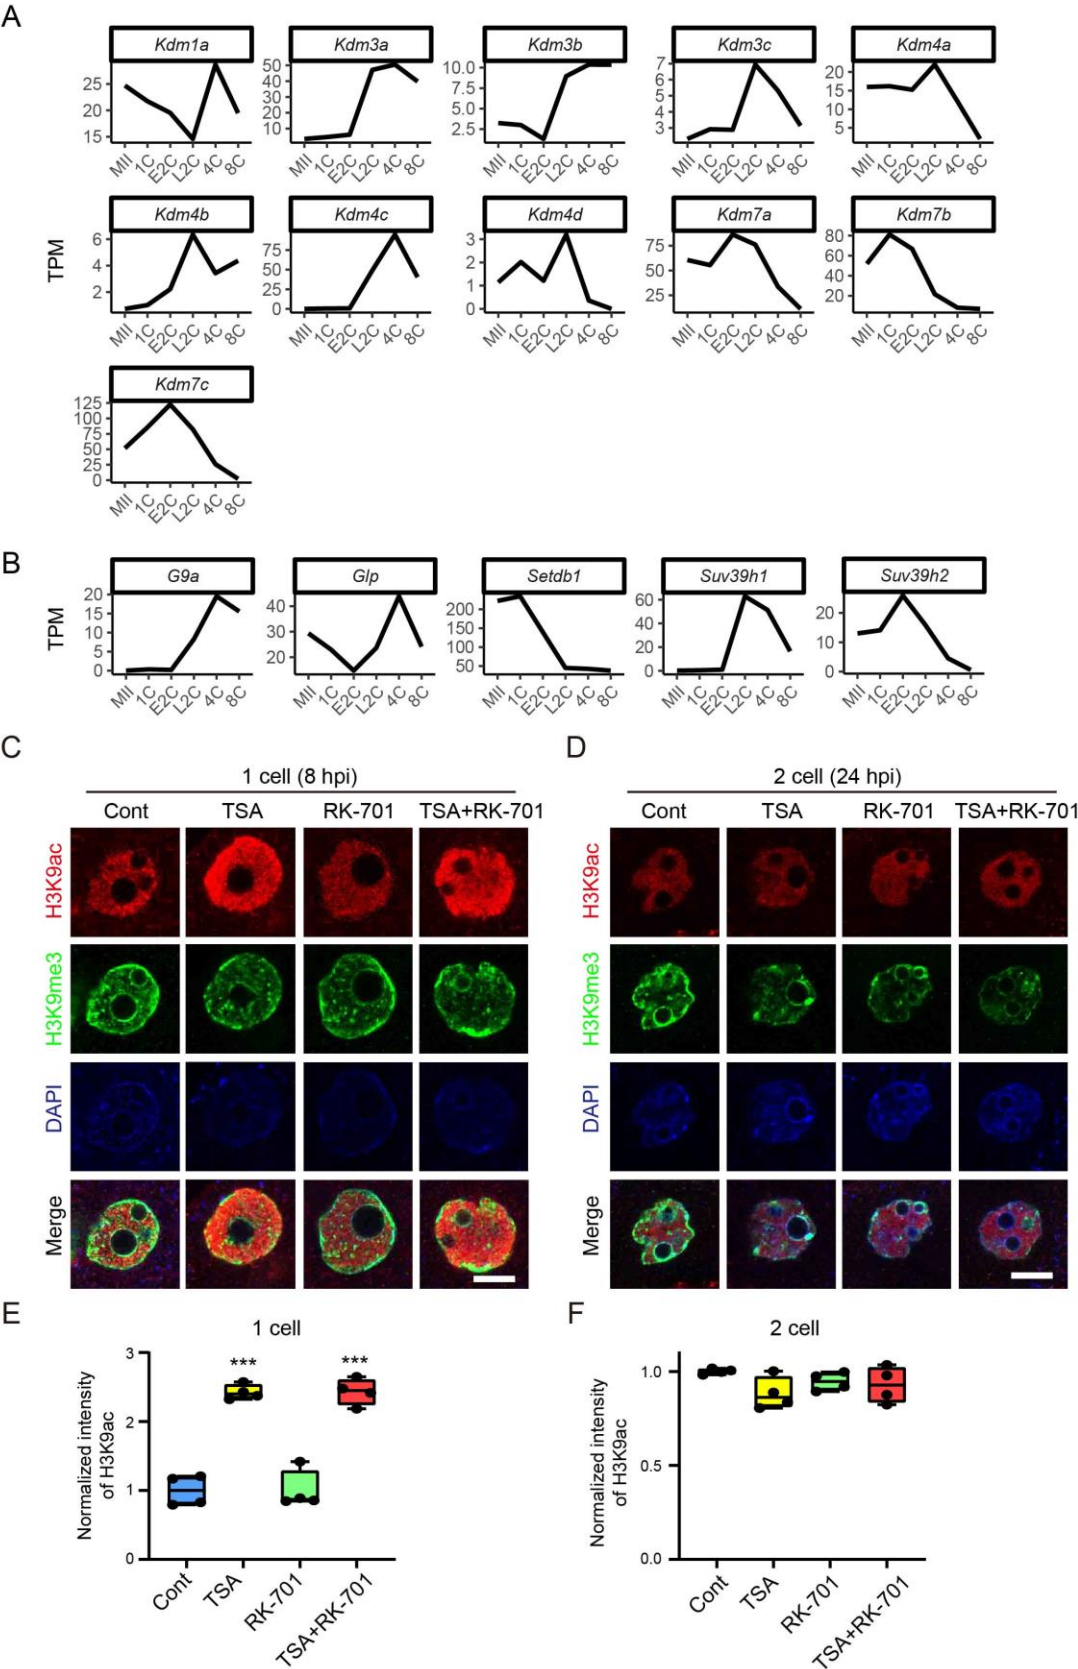

**Figure S4. Gene expression levels of histone methyltransferases and demethylases for H3K9me2 in the mouse preimplantation embryos and H3K9 acetylation levels in the SCNT embryos (related to Figure 4)**

- (A) Line plots showing the gene expression levels of histone demethylases with H3K9 demethylation activities in the mouse preimplantation embryos. The gene expression data was obtained from GSE71434 (Zhang et al., 2016).
- (B) Line plots showing the gene expression levels of histone methyltransferases for H3K9 deposition in the mouse preimplantation embryos. The gene expression data was obtained from GSE71434 (Zhang et al., 2016).
- (C) Representative images of SCNT embryos at the one-cell stage stained with anti-H3K9ac and anti-H3K9me3 antibodies and DAPI. Scale bar represents 10  $\mu$ m.
- (D) Representative images of SCNT embryos at the two-cell stage stained with anti-H3K9ac and anti-H3K9me3 antibodies and DAPI. Scale bar represents 10  $\mu$ m.
- (E) Box plots comparing the normalized intensities of H3K9ac in the SCNT embryos at the one-cell stage. Each signal intensity was normalized to the DAPI signal levels. Four embryos were analyzed for each condition. \*\*\* $P < 0.001$  compared with the control.
- (F) Box plots comparing the normalized intensities of H3K9ac in the SCNT embryos at the two-cell stage. Each signal intensity was normalized to the DAPI signal levels. Four embryos were analyzed for each condition.

Figure S5

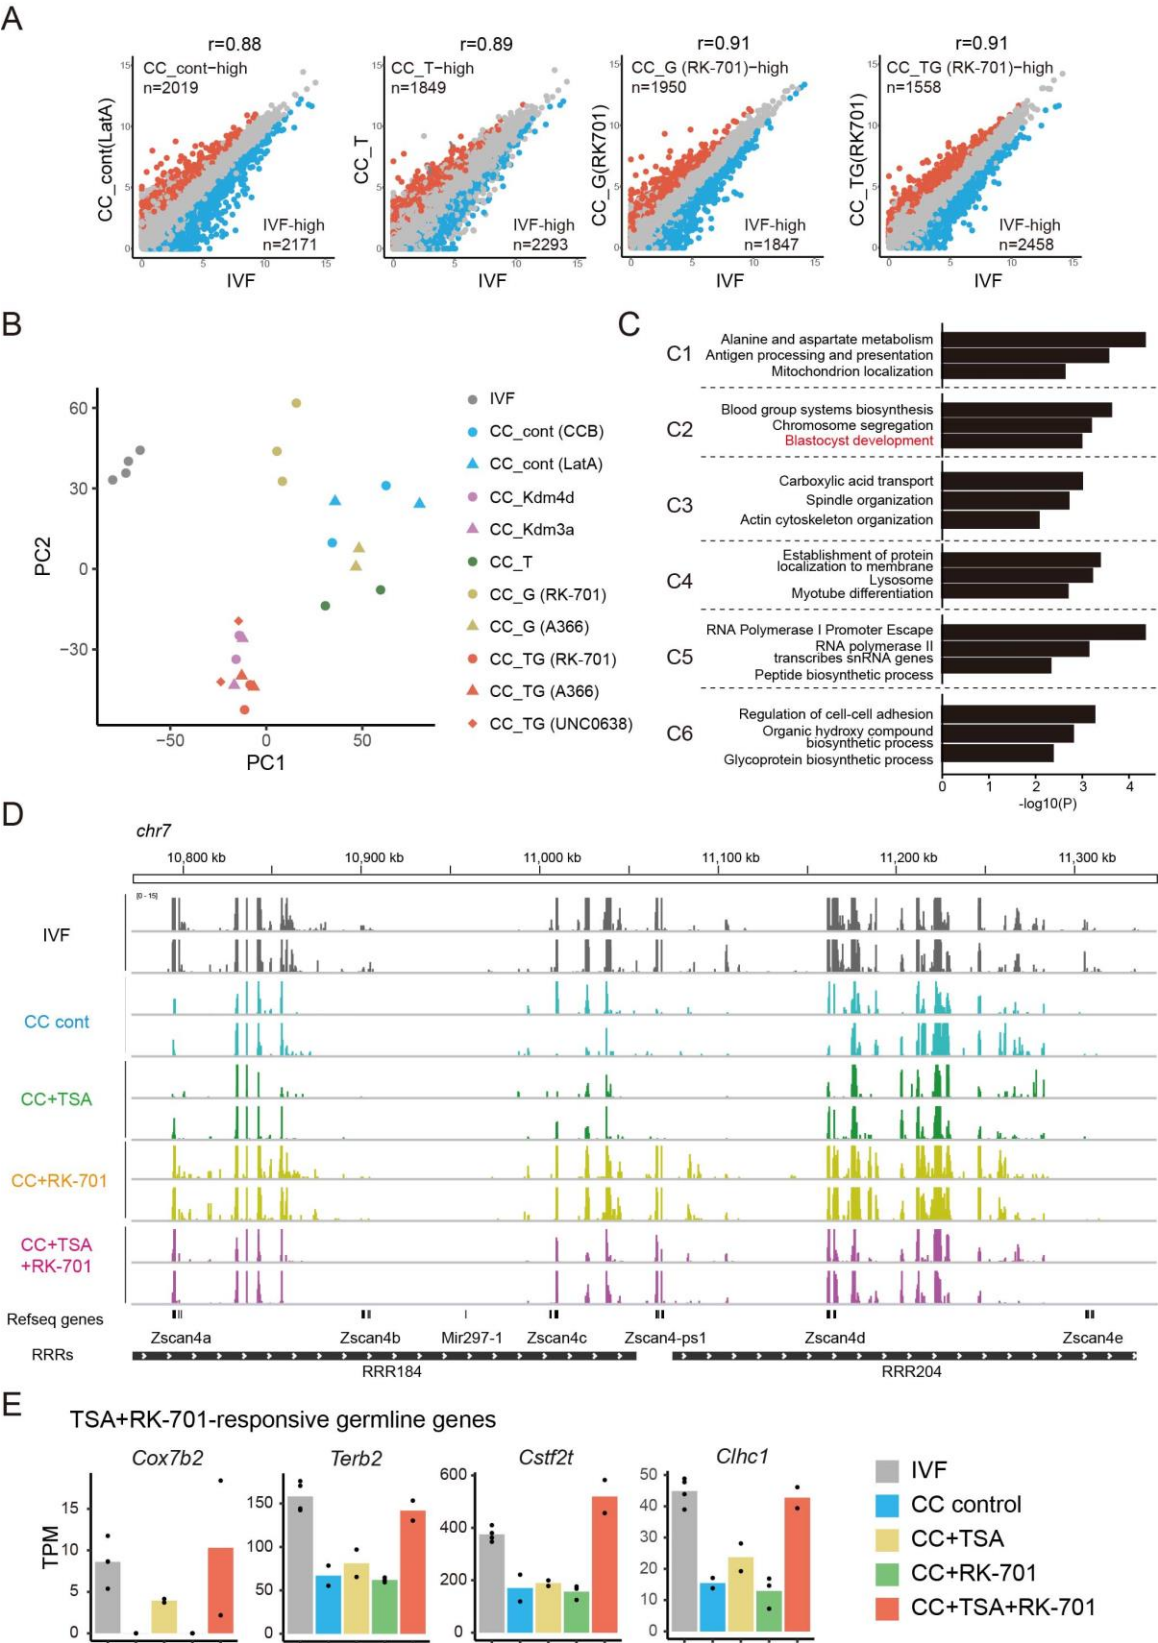

**Figure S5. Effect of G9ai on the transcriptome of SCNT embryos at the two-cell stage (related to Figure 5)**

- (A) Scatterplots comparing the gene expression levels of IVF and SCNT embryos at the two-cell stage. The genes with significant differences ( $FC > 2$ ) are colored red or blue.
- (B) PCA plot of the transcriptome derived from the two-cell stage embryos. Genes with TPM  $> 1$  on average among all samples were used. Each dot represents a single sample. Note that G9ai and TSA synergistically converted the transcriptome of SCNT embryos and that three different G9ai-treated samples co-treated with TSA (CC\_TG (RK-701), CC\_TG (A366), and CC\_TG (UNC0638)) were closely clustered together with *Kdm3a*- and *Kdm4d*-injected embryos.
- (C) Gene ontology analysis of the six clusters (C1: Cluster 1) classified in Figure 5B. Note that the “Blastocyst development” term was enriched in C2.
- (D) A genome browser view of RNA-seq data at the *Zscan4* cluster on chromosome 7.
- (E) Bar graphs showing the expression levels of TSA+RK-701-responsive germline genes.

Figure S6

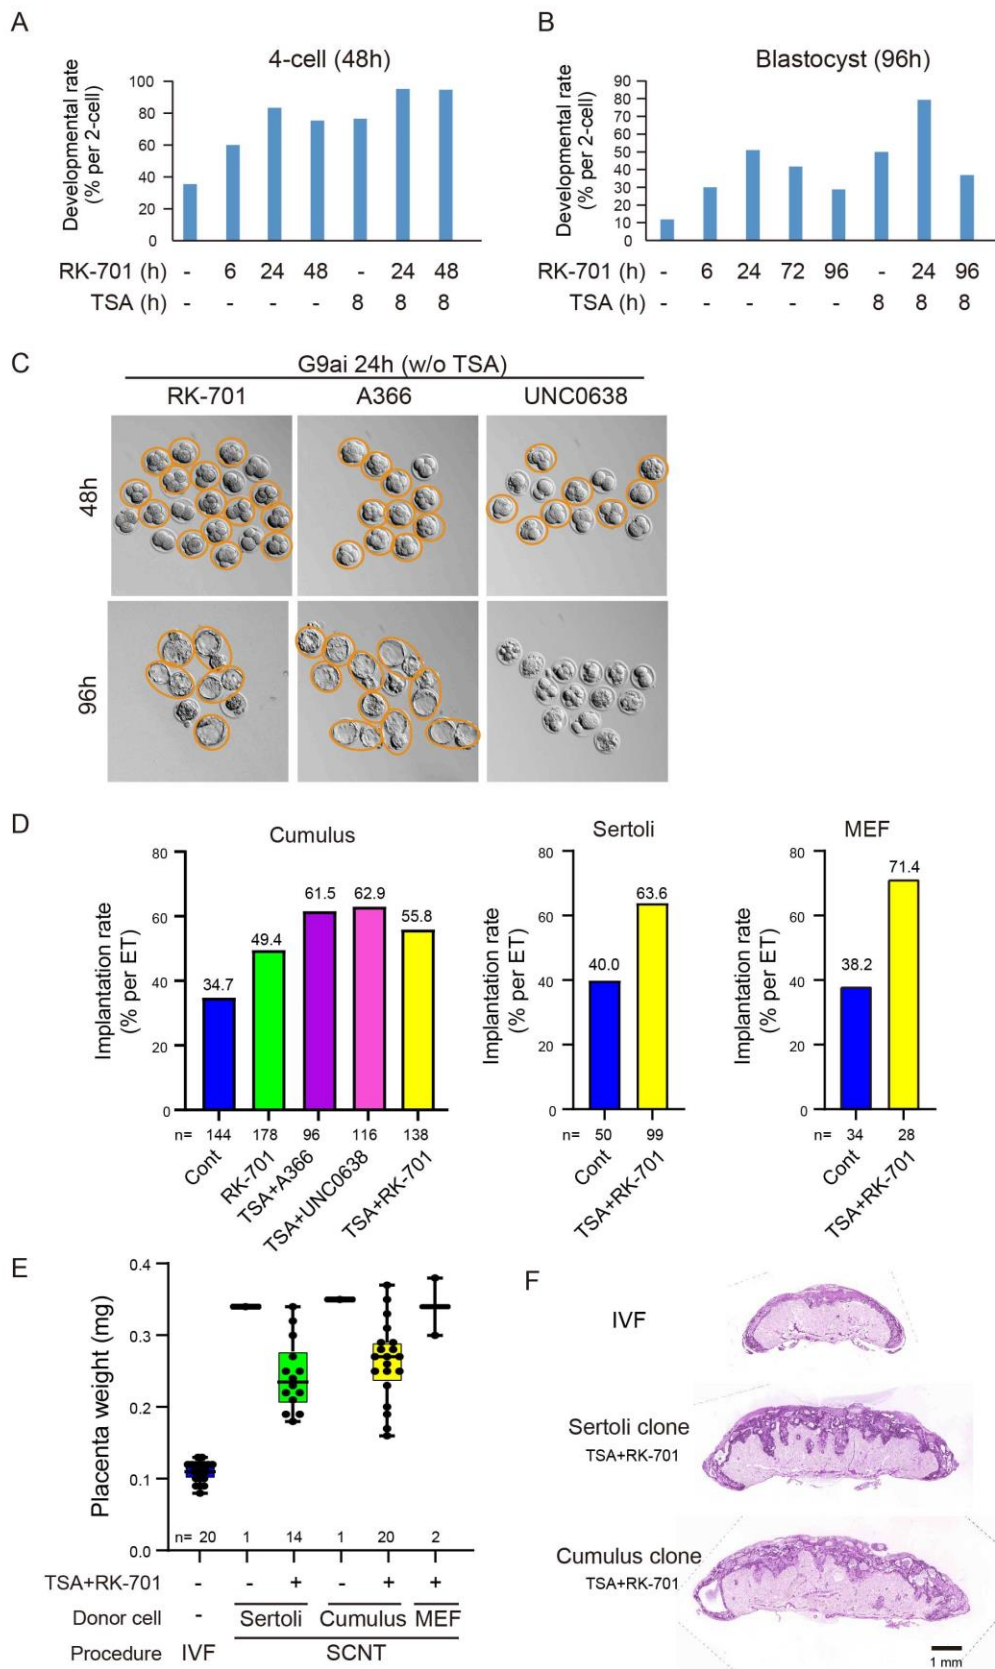

**Figure S6. Effects of G9ai on the embryonic development of SCNT embryos (related to Figure 6)**

**(A, B)** Bar graph showing the developmental rate of SCNT embryos derived from cumulus cells at the four-cell stage (A) and the blastocyst stage (B).

**(C)** Representative images of SCNT embryos derived from cumulus cells at 48 and 96 h of in vitro culture. Normally developing embryos are marked with orange circles. Scale bar, 100  $\mu$ m.

**(D)** Bar graphs showing the implantation rate of SCNT embryos examined by the caesarean section on E19.5.

**(E)** Box plots showing the weight of placentae examined by the caesarean section on E19.5. The whiskers represent the maximum and minimum, and n represents the number of placentae examined.

**(F)** Representative images of histological sections of a term placenta stained with periodic acid-Schiff (PAS). Microscopic images for each sample were combined into a single panel by adjusting the scale. Note that the PAS-positive spongiotrophoblast layer invaded into the labyrinthine layer in the SCNT placenta even with TSA and RK-701 co-treatment. Scale bar, 1 mm.

## Supplemental Tables

Table S1. Gene expression levels in all samples analyzed in this study (related to Figures 2 and 5; see Excel file)

Table S2. Preimplantation development of SCNT embryos (related to Figures 3 and 6)

| Donor cell |        | Name of sample   | Actin polymerization inhibitor | mRNA injected | G9a inhibitor (1 $\mu$ M, 24 h) | HDAC inhibitor (25 nM, 8 h) | No. of 1-cell embryos | No. of cleaved embryos (% per 1-cell) | No. of 4-cell embryos (% per cleaved) | No. of 8-cell or morula embryos (% per cleaved) | No. of blastocysts (% per cleaved) |
|------------|--------|------------------|--------------------------------|---------------|---------------------------------|-----------------------------|-----------------------|---------------------------------------|---------------------------------------|-------------------------------------------------|------------------------------------|
| Cell type  | Sex    |                  |                                |               |                                 |                             |                       |                                       |                                       |                                                 |                                    |
| Cumulus    | Female | SCNT_Cont (CCB)  | CCB                            | –             | –                               | –                           | 54                    | 50 (93)                               | 15 (30)                               | 9 (18)                                          | 7 (14)                             |
|            |        | SCNT_Kdm3a       | CCB                            | <i>Kdm3a</i>  | –                               | –                           | 64                    | 60 (94)                               | 56 (93)                               | 48 (80)                                         | 42 (70)                            |
|            |        | SCNT_Kdm4d       | CCB                            | <i>Kdm4d</i>  | –                               | –                           | 60                    | 57 (95)                               | 54 (95)                               | 50 (88)                                         | 46 (81)                            |
|            |        | CC_Cont (LatA)   | LatA                           | –             | –                               | –                           | 53                    | 49 (92)                               | 17 (35)                               | 9 (18)                                          | 8 (16)                             |
|            |        | CC_T             | LatA                           | –             | –                               | TSA                         | 58                    | 55 (95)                               | 42 (76)                               | 33 (60)                                         | 29 (53)                            |
|            |        | CC_G (RK-701)    | LatA                           | –             | RK-701                          | –                           | 63                    | 59 (94)                               | 46 (78)                               | 36 (61)                                         | 26 (44)                            |
|            |        | CC_TG (RK-701)   | LatA                           | –             | RK-701                          | TSA                         | 78                    | 75 (96)                               | 71 (95)                               | 62 (83)                                         | 60 (80)                            |
|            |        | CC_TG (A366)     | LatA                           | –             | A366                            | TSA                         | 72                    | 70 (97)                               | 69 (99)                               | 57 (81)                                         | 55 (79)                            |
|            |        | CC_TG (UNC0638)  | LatA                           | –             | UNC0638                         | TSA                         | 79                    | 74 (94)                               | 72 (97)                               | 67 (91)                                         | 63 (85)                            |
| Sertoli    | Male   | SC_Cont          | LatA                           | –             | –                               | –                           | 89                    | 79 (89)                               | 26 (33)                               | 20 (25)                                         | 12 (15)                            |
|            |        | SC_TG (RK-701)   | LatA                           | –             | RK-701                          | TSA                         | 105                   | 92 (88)                               | 87 (95)                               | 83 (90)                                         | 78 (85)                            |
| MEF        | Male   | MEFC_Cont        | LatA                           | –             | –                               | –                           | 55                    | 49 (89)                               | 10 (20)                               | 7 (14)                                          | 5 (10)                             |
|            |        | MEFC_TG (RK-701) | LatA                           | –             | RK-701                          | TSA                         | 53                    | 47 (89)                               | 43 (91)                               | 41 (87)                                         | 39 (83)                            |

The concentration of injected *Kdm3a* and *Kdm4d* mRNA was 1500 ng/ $\mu$ l. CCB, cytochalasin B. LatA, latrunculin A. HDAC, histone deacetylase. TSA, trichostatin A.

**Table S3. Postimplantation development of IVF embryos treated with G9ai (related to Figure 4)**

| Name of sample | G9a inhibitor (1 $\mu$ M, 24 h) | No. of 2-cell embryos transferred | No. of recipient females | No. of implanted (% per ET) | No. of pups at birth (% per ET) | Body weight at birth (g $\pm$ SD) | Placenta weight at birth (g $\pm$ SD) |
|----------------|---------------------------------|-----------------------------------|--------------------------|-----------------------------|---------------------------------|-----------------------------------|---------------------------------------|
| Control        | —                               | 65                                | 4                        | 41 (63.1)                   | 32 (49.2)                       | 1.52 $\pm$ 0.13                   | 0.1 $\pm$ 0.02                        |
| #1             | Compound 1                      | 40                                | 2                        | 23 (57.5)                   | 18 (45.0)                       | 1.47 $\pm$ 0.12                   | 0.11 $\pm$ 0.02                       |
| #2             | Compound 2                      | 40                                | 2                        | 25 (62.5)                   | 17 (42.5)                       | 1.54 $\pm$ 0.12                   | 0.1 $\pm$ 0.01                        |
| #3             | Compound 3                      | 40                                | 2                        | 23 (57.5)                   | 19 (47.5)                       | 1.5 $\pm$ 0.11                    | 0.1 $\pm$ 0.01                        |
| #4             | Compound 4                      | 40                                | 2                        | 24 (60.0)                   | 17 (42.5)                       | 1.54 $\pm$ 0.11                   | 0.1 $\pm$ 0.01                        |
| #5             | RK-701                          | 50                                | 3                        | 31 (62.0)                   | 22 (44.0)                       | 1.5 $\pm$ 0.1                     | 0.11 $\pm$ 0.01                       |
| #6             | RK-0133114                      | 40                                | 2                        | 25 (62.5)                   | 18 (45.0)                       | 1.48 $\pm$ 0.13                   | 0.1 $\pm$ 0.01                        |
| #7             | A366                            | 40                                | 2                        | 26 (65.0)                   | 16 (40.0)                       | 1.5 $\pm$ 0.1                     | 0.11 $\pm$ 0.01                       |
| #9             | UNC0642                         | 40                                | 2                        | 24 (60.0)                   | 17 (42.5)                       | 1.51 $\pm$ 0.08                   | 0.11 $\pm$ 0.01                       |

All embryos were generated by IVF using BDF1 females and males. ET, embryo transfer.

**Table S4. List of 879 RRGs (related to Figure 5; see Excel file)**

**Table S5. Postimplantation development of SCNT embryos (related to Figure 6)**

| Donor cell |        | Name of sample  | G9a inhibitor<br>(1 $\mu$ M, 24 h) | HDAC inhibitor<br>(25 nM, 8 h) | No. of 2-cell embryos transferred | No. of implanted<br>(% per ET) | No. of pups at birth (% per ET) | No. of pups survived to adults<br>(% per birth) | Body weight at birth<br>(g $\pm$ SD) | Placenta weight at birth<br>(g $\pm$ SD) |
|------------|--------|-----------------|------------------------------------|--------------------------------|-----------------------------------|--------------------------------|---------------------------------|-------------------------------------------------|--------------------------------------|------------------------------------------|
| Cell type  | Sex    |                 |                                    |                                |                                   |                                |                                 |                                                 |                                      |                                          |
| Cumulus    | Female | CC_Cont         | –                                  | –                              | 144                               | 50 (34.7)                      | 1 (0.7)                         | 1 (100)                                         | 1.65                                 | 0.35                                     |
|            |        | CC_RK-701       | RK-701                             | –                              | 178                               | 88 (49.4)                      | 7 (3.9)                         | 6 (85.7)                                        | 1.57 $\pm$ 0.13                      | 0.29 $\pm$ 0.06                          |
|            |        | CC_TSA+A366     | A366                               | TSA                            | 96                                | 59 (61.5)                      | 11 (11.5)                       | 10 (90.9)                                       | 1.42 $\pm$ 0.14                      | 0.27 $\pm$ 0.05                          |
|            |        | CC_TSA+UNC0638  | UNC0638                            | TSA                            | 116                               | 73 (62.9)                      | 14 (12.1)                       | 12 (85.7)                                       | 1.42 $\pm$ 0.11                      | 0.27 $\pm$ 0.04                          |
|            |        | CC_TSA+RK-701   | RK-701                             | TSA                            | 138                               | 77 (55.8)                      | 20 (14.5)                       | 18 (90)                                         | 1.48 $\pm$ 0.17                      | 0.26 $\pm$ 0.06                          |
| Sertoli    | Male   | SC_Cont         | –                                  | –                              | 50                                | 20 (40.0)                      | 1 (1.7)                         | 1 (100)                                         | 0.34                                 | 0.34                                     |
|            |        | SC_TSA+RK-701   | RK-701                             | TSA                            | 99                                | 63 (63.6)                      | 14 (14.1)                       | 14 (100)                                        | 1.43 $\pm$ 0.10                      | 0.24 $\pm$ 0.05                          |
| MEF        | Male   | MEFC_Cont       | –                                  | –                              | 34                                | 13 (38.2)                      | 0 (0.0)                         | N/A                                             | N/A                                  | N/A                                      |
|            |        | MEFC_TSA+RK-701 | RK-701                             | TSA                            | 28                                | 20 (71.4)                      | 2 (7.1)                         | 1 (50.0)                                        | 1.69 $\pm$ 0.06                      | 0.34 $\pm$ 0.06                          |

The concentration of injected *Kdm3a* and *Kdm4d* mRNA was 1500 ng/ $\mu$ l. HDAC, histone deacetylase. TSA, trichostatin A. ET, embryo transfer. N/A, not applicable.

**Table S6. List of G9a inhibitors used in this study**

| Name of inhibitor | IC <sub>50</sub> to G9a (nM) | Company | Catalog #       | Notes                          | Reference/Patent #                                |
|-------------------|------------------------------|---------|-----------------|--------------------------------|---------------------------------------------------|
| RK-701            | 23–27                        | -       | NA              |                                | (Nishigaya et al., 2023)<br>(Takase et al., 2023) |
| RK-0133114        | 3,700                        | -       | NA              | <i>R</i> -enantiomer of RK-701 | (Nishigaya et al., 2023)<br>(Takase et al., 2023) |
| Compound 1        | 21                           | -       | #13-1 in patent |                                | #WO2021106988A1                                   |
| Compound 2        | 2.0                          | -       | #6-89 in patent |                                | #WO2021106988A1                                   |
| Compound 3        | 24                           | -       | #6-32 in patent |                                | #WO2021106988A1                                   |
| Compound 4        | 2.9                          | -       | #1-67 in patent |                                | #WO2021106988A1                                   |
| A366              | 3.3                          | Merck   | #SML1410        |                                | (Sweis et al., 2014)                              |
| UNC0638           | < 15                         | Merck   | #U4885          |                                | (Vedadi et al., 2011)                             |
| UNC0642           | < 2.5                        | Merck   | #SML1037        |                                | (Liu et al., 2013)                                |

## Supplemental References

- Liu, F., Barsyte-Lovejoy, D., Li, F., Xiong, Y., Korboukh, V., Huang, X.P., Allali-Hassani, A., Janzen, W.P., Roth, B.L., Frye, S. V., et al. (2013). Discovery of an in vivo chemical probe of the lysine methyltransferases G9a and GLP. *J. Med. Chem.* 56, 8931–8942. 10.1021/JM401480R.
- Matoba, S., Inoue, K., Kohda, T., Sugimoto, M., Mizutani, E., Ogonuki, N., Nakamura, T., Abe, K., Nakano, T., Ishino, F., et al. (2011). RNAi-mediated knockdown of Xist can rescue the impaired postimplantation development of cloned mouse embryos. *Proc. Natl. Acad. Sci. U. S. A.* 108, 20621–20626. 10.1073/pnas.1112664108.
- Matoba, S., Wang, H., Jiang, L., Lu, F., Iwabuchi, K.A., Wu, X., Inoue, K., Yang, L., Press, W., Lee, J.T., et al. (2018). Loss of H3K27me3 imprinting in somatic cell nuclear transfer embryos disrupts post-implantation development. *Cell Stem Cell* 23, 343–354. 10.1016/j.stem.2018.06.008.
- Nishigaya, Y., Takase, S., Sumiya, T., Kikuzato, K., Sato, T., Niwa, H., Sato, S., Nakata, A., Sonoda, T., Hashimoto, N., et al. (2023). Discovery of novel substrate-competitive lysine methyltransferase G9a inhibitors as anticancer agents. *J. Med. Chem.* 66, 4059–4085. 10.1021/acs.jmedchem.2c02059.
- Sweis, R.F., Plushchev, M., Brown, P.J., Guo, J., Li, F., Maag, D., Petros, A.M., Soni, N.B., Tse, C., Vedadi, M., et al. (2014). Discovery and development of potent and selective inhibitors of histone methyltransferase G9a. *ACS Med. Chem. Lett.* 5, 205–209. 10.1021/ml400496h.
- Takase, S., Hiroyama, T., Shirai, F., Maemoto, Y., Nakata, A., Arata, M., Matsuoka, S., Sonoda, T., Niwa, H., Sato, S., et al. (2023). A specific G9a inhibitor unveils BGLT3 lncRNA as a universal mediator of chemically induced fetal globin gene expression. *Nat. Commun.* 14, 23. 10.1038/s41467-022-35404-0.
- Vedadi, M., Barsyte-Lovejoy, D., Liu, F., Rival-Gervier, S., Allali-Hassani, A., Labrie, V., Wigle, T.J., DiMaggio, P.A., Wasney, G.A., Siarheyeva, A., et al. (2011). A chemical probe selectively inhibits G9a and GLP methyltransferase activity in cells. *Nat. Chem. Biol.* 7, 566–574. 10.1038/nchembio.599.
- Zhang, B., Zheng, H., Huang, B., Li, W., Xiang, Y., Peng, X., Ming, J., Wu, X., Zhang, Y., Xu, Q., et al. (2016). Allelic reprogramming of the histone modification H3K4me3 in early mammalian development. *Nature* 537, 553–557. 10.1038/nature19361.

# Supplementary material for: Reduction of H3K9 methylation by G9a inhibitors improves the development of mouse SCNT embryos
**Source:** Stem Cell Reports. 2024 May 9;19(6):906–21. doi: 10.1016/j.stemcr.2024.04.003
**Supplement:** Document S2. Article plus supplemental information

# Reduction of H3K9 methylation by G9a inhibitors improves the development of mouse SCNT embryos

Shogo Matoba,<sup>1,2,11,\*</sup> Daiki Shikata,<sup>1,3</sup> Fumiyuki Shirai,<sup>4</sup> Takaki Tatebe,<sup>1,3</sup> Michiko Hirose,<sup>1</sup> Akiko Nakata,<sup>5</sup> Naomi Watanabe,<sup>1,3</sup> Ayumi Hasegawa,<sup>1</sup> Akihiro Ito,<sup>6,7</sup> Minoru Yoshida,<sup>5,7,8</sup> and Atsuo Ogura<sup>1,3,9,10,\*</sup>

<https://doi.org/10.1016/j.stemcr.2024.04.003>

## SUMMARY

Removal of somatic histone H3 lysine 9 trimethylation (H3K9me3) from the embryonic genome can improve the efficiency of mammalian cloning using somatic cell nuclear transfer (SCNT). However, this strategy involves the injection of histone demethylase mRNA into embryos, which is limiting because of its invasive and labor-consuming nature. Here, we report that treatment with an inhibitor of G9a (G9ai), the major histone methyltransferase that introduces H3K9me1/2 in mammals, greatly improved the development of mouse SCNT embryos. Intriguingly, G9ai caused an immediate reduction of H3K9me1/2, a secondary loss of H3K9me3 in SCNT embryos, and increased the birth rate of cloned pups about 5-fold (up to 3.9%). G9ai combined with the histone deacetylase inhibitor trichostatin A further improved this rate to 14.5%. Mechanistically, G9ai and TSA synergistically enhanced H3K9me3 demethylation and boosted zygotic genome activation. Thus, we established an easy, highly effective SCNT protocol that would enhance future cloning research and applications.

## INTRODUCTION

Somatic cell nuclear transfer (SCNT) enables the generation of individuals genetically identical to the donor somatic cell (so-called cloning) and has a wide variety of potential applications including biomedicine, bioindustry, and preservation of endangered species (Matoba and Zhang, 2018). However, the very low efficiency of obtaining cloned individuals has hampered the practical use of SCNT.

We have previously reported that histone H3 lysine 9 trimethylation (H3K9me3) present in donor somatic cells inhibits zygotic genome activation (ZGA) involved in transcription at the one- to two-cell stages in the mouse SCNT model (Matoba et al., 2014). Importantly, this H3K9me3 barrier could be removed by microinjection of mRNA for the histone demethylase *Kdm4d* or *Kdm4b* at the one-cell stage, which has been reported to significantly improve the embryonic development of SCNT embryos (Liu et al., 2016; Matoba et al., 2014). This *Kdm4* method is effective in a variety of species, not just mice, and has contributed to the efficient establishment of human SCNT embryo-derived embryonic stem cells (Chung et al., 2015) and the first cloning in non-human primate macaques (Liu et al., 2018). However, the *Kdm4* mRNA injection method

is invasive, can damage the embryos, is technically demanding, and has a low throughput because of the need for micromanipulation.

H3K9me3 is an epigenetic mark that accumulates in heterochromatin and is catalyzed predominantly by SETDB1 and SUV39H1/2 in mammals (Padeken et al., 2022). SUV39H1/2 appears to be responsible primarily for the formation of the H3K9me3 barrier of SCNT reprogramming, since the knockdown of *Suv39h1/2*, but not *Setdb1*, in donor mouse embryonic fibroblasts (MEFs) has been reported to reduce the H3K9me3 level and improve the development of cloned embryos derived from these donor cells (Matoba et al., 2014). Although inhibitors of SUV39H1/2, such as chaetocin, have been developed, their low selectivity and very narrow range between the efficacy and toxicity doses make the use of these SUV39H1/2 inhibitors difficult (Cherblanc et al., 2013; Iwasa et al., 2010; Zhang et al., 2018). Chaetocin has been tried as a means of improving the developmental efficiency of SCNT embryos in many animal species, but no clear improvements have been achieved (Jafarpour et al., 2020; Jeong et al., 2020).

Methylation of H3K9 involves stepwise processes. For example, in *Caenorhabditis elegans* embryos, MET-2 first

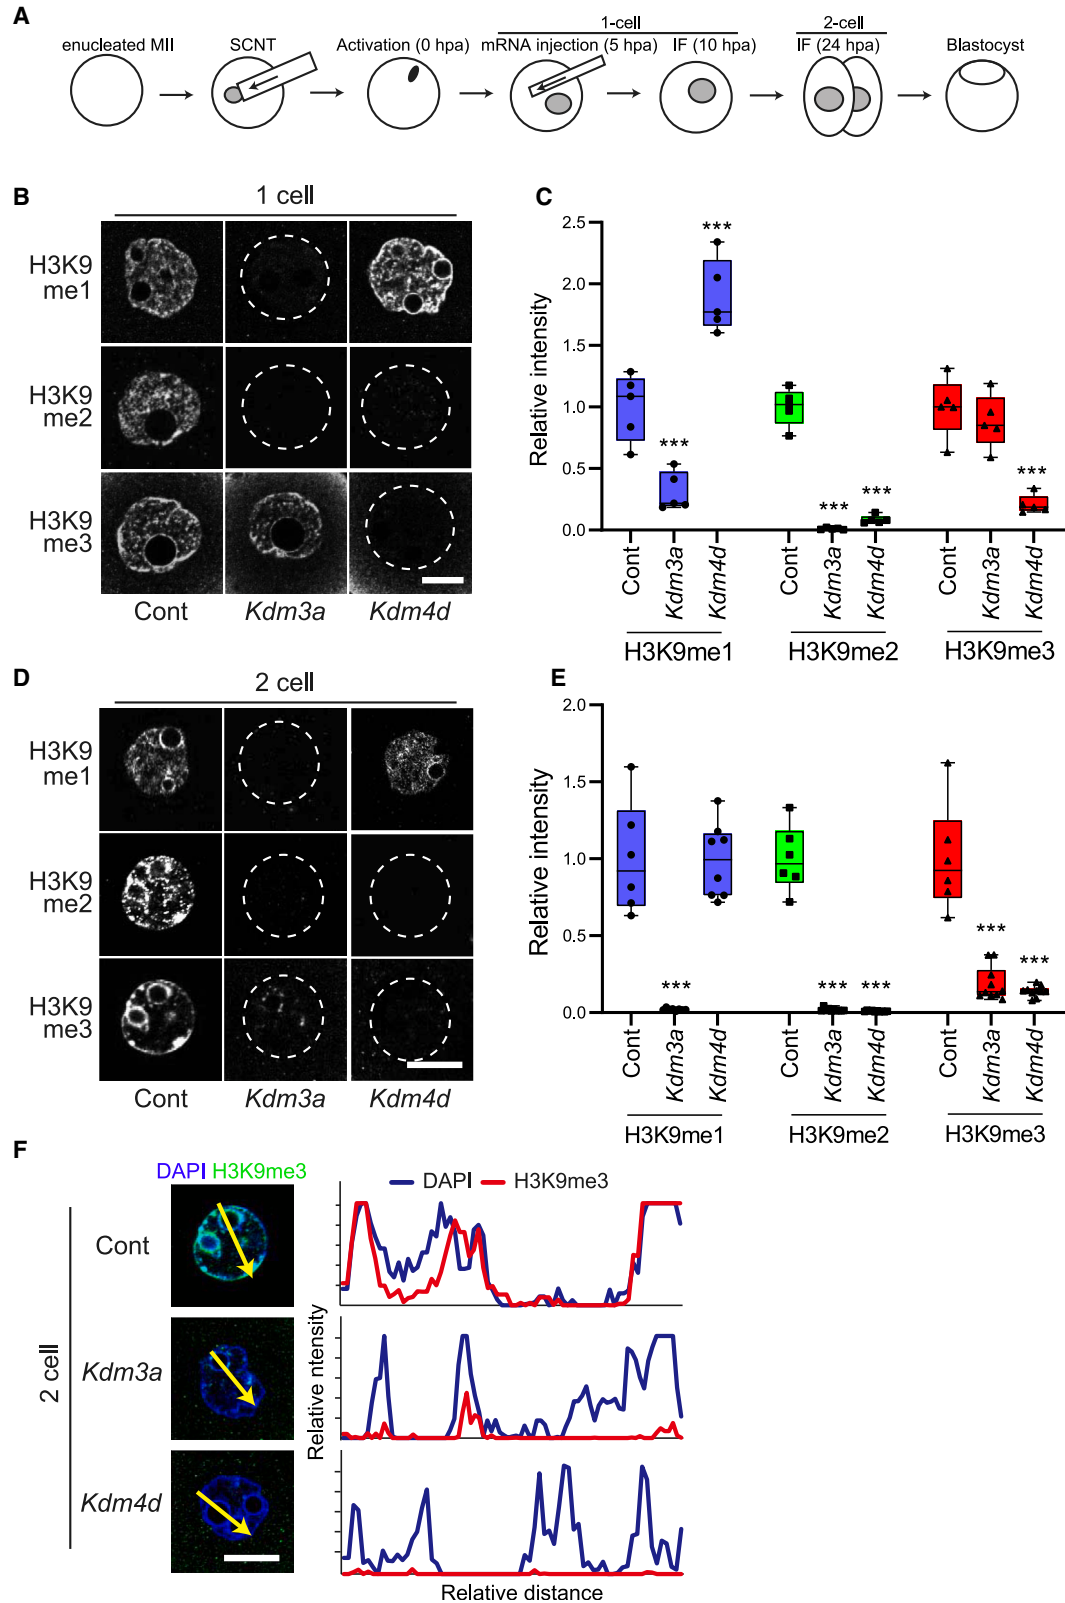

(legend on next page)

methyates unmethylated H3K9 into mono- (H3K9me1) and di-methylated H3K9 (H3K9me2), and SET-25 further methylates H3K9me1/2 to H3K9me3 to form heterochromatin (Towbin et al., 2012). Similarly, in mammals, PRDM3 and PRDM6 methylate unmethylated H3K9 in the cytoplasm to H3K9me1, which is then converted in the nucleus to H3K9me3 by SUV39H1/2 (Pinheiro et al., 2012). In the euchromatin regions, two methyltransferases, GLP/EHMT1 and G9a/EHMT2, are responsible for catalyzing the production of H3K9me1/2 (Tachibana et al., 2002; 2005), which can be methylated further by SUV39H1/2 to H3K9me3 (Bulut-Karslioglu et al., 2014; Peters et al., 2001). The aforementioned observations have raised the possibility that reduction of H3K9me3 could be achieved through the inhibition of its stepwise formation or maintenance processes.

In this study, we first found that targeted demethylation of H3K9me1/2 at the one-cell stage induced secondary loss of H3K9me3 at the two-cell stage in mouse SCNT embryos. We then used G9a/GLP inhibitors to inhibit the formation of H3K9me1/2 noninvasively, which resulted in a significant reduction of H3K9me3 in the SCNT embryos. We have optimized this approach by combining it with a histone deacetylase inhibitor (HDACi), which improved the cloning efficiency in mice. Our optimized non-invasive and genetic modification-free approach for improving SCNT provides a basis for future studies of and applications to animal cloning.

## RESULTS

### Demethylation of H3K9me1/2 by *Kdm3a* results in secondary erasure of H3K9me3 in the SCNT embryos

To explore the possible mechanisms through which the H3K9me3 level decreases in SCNT embryos, we searched for enzymes that could eliminate H3K9 methylation in the mouse model. Among the histone lysine demethylase (KDM) family members with histone H3K9-demethylating

activity, KDM4D is known to target H3K9me2 and H3K9me3, and KDM3A to target H3K9me1 and H3K9me2 (Shi and Whetstine, 2007; Whetstine et al., 2006). To confirm the specificity of these demethylases, mouse SCNT embryos were injected with *Kdm4d* or *Kdm3a* mRNA at 5 h post activation (hpa), and the embryos were immunostained for three types of H3K9 methylation (H3K9me1, 2, or 3) at 10 hpa (Figure 1A). As previously reported (Matoba et al., 2014), *Kdm4d* mRNA injection resulted in almost complete demethylation of H3K9me2 and H3K9me3 (Figures 1B and 1C). H3K9me1 was significantly increased in these embryos, probably as a secondary product of the demethylation of H3K9me2/3 (Figures 1B and 1C). This reduced level of H3K9me2/3 was maintained in *Kdm4d* mRNA-injected embryos at the two-cell stage, when major ZGA begins, a finding that is consistent with our previous report (Matoba et al., 2014). By contrast, injection of *Kdm3a* resulted in the complete loss of H3K9me1 and H3K9me2 but not H3K9me3 at the one-cell stage in SCNT embryos (Figures 1B and 1C). Interestingly, analysis of these *Kdm3a*-injected embryos at the two-cell stage (24 hpa) showed that both H3K9me1/2 and H3K9me3 decreased greatly (Figures 1D and 1E). To carefully compare the localization of 4',6-diamidino-2-phenylindole (DAPI) and H3K9me3, we analyzed their signal intensities by line profiling (Figure 1F). Although some of the nucleoli surrounding heterochromatin regions maintained a faint signal in *Kdm3a*-injected two-cell embryos, most DAPI-dense heterochromatic regions and non-DAPI-dense euchromatic regions lost H3K9me3 (Figure 1F). These results suggest that H3K9me3 could be eliminated secondary to the loss of H3K9me1/2.

The transcriptome of *Kdm3a*-treated SCNT embryos is similar to that of *Kdm4d*-treated SCNT embryos. To understand the transcriptional consequences of H3K9me1/2 demethylation by *Kdm3a*, we used RNA sequencing (RNA-seq) to compare the transcriptome of *in vitro* fertilized (IVF) embryos, control SCNT embryos, and SCNT embryos injected with *Kdm3a* (SCNT-*Kdm3a*) or *Kdm4d* mRNA

### Figure 1. Removal of H3K9me1/2 by *Kdm3a* led to a secondary loss of H3K9me3 in mouse SCNT embryos

- (A) Schematic illustration of the experimental approach. SCNT embryos were injected with either *Kdm3a* or *Kdm4d* mRNA at 6 hpi and stained for immunofluorescence at the one-cell (10 hpi) and two-cell (24 hpi) stages.
- (B) Representative images of the nuclei of SCNT embryos immuno-stained using anti-H3K9me1, anti-H3K9me2, and anti-H3K9me3 antibodies at the one-cell stage. Scale bar, 5  $\mu$ m.
- (C) Boxplots showing the relative intensities of H3K9me1/2/3 levels in each sample at the one-cell stage. \*\*\* $p < 0.001$  compared with the control.
- (D) Representative images of nuclei of SCNT embryos immuno-stained using anti-H3K9me1, anti-H3K9me2, and anti-H3K9me3 antibodies at the two-cell stage. Scale bar, 5  $\mu$ m.
- (E) Boxplots showing the relative intensities of H3K9me1/2/3 levels in each sample at the one-cell stage. \*\*\* $p < 0.001$  compared with the control.
- (F) Line profiles (yellow arrows) of 4',6-diamidino-2-phenylindole (DAPI) and H3K9me3 channels showing the relative intensities in the nucleus of the two-cell stage embryos. Scale bar, 5  $\mu$ m.

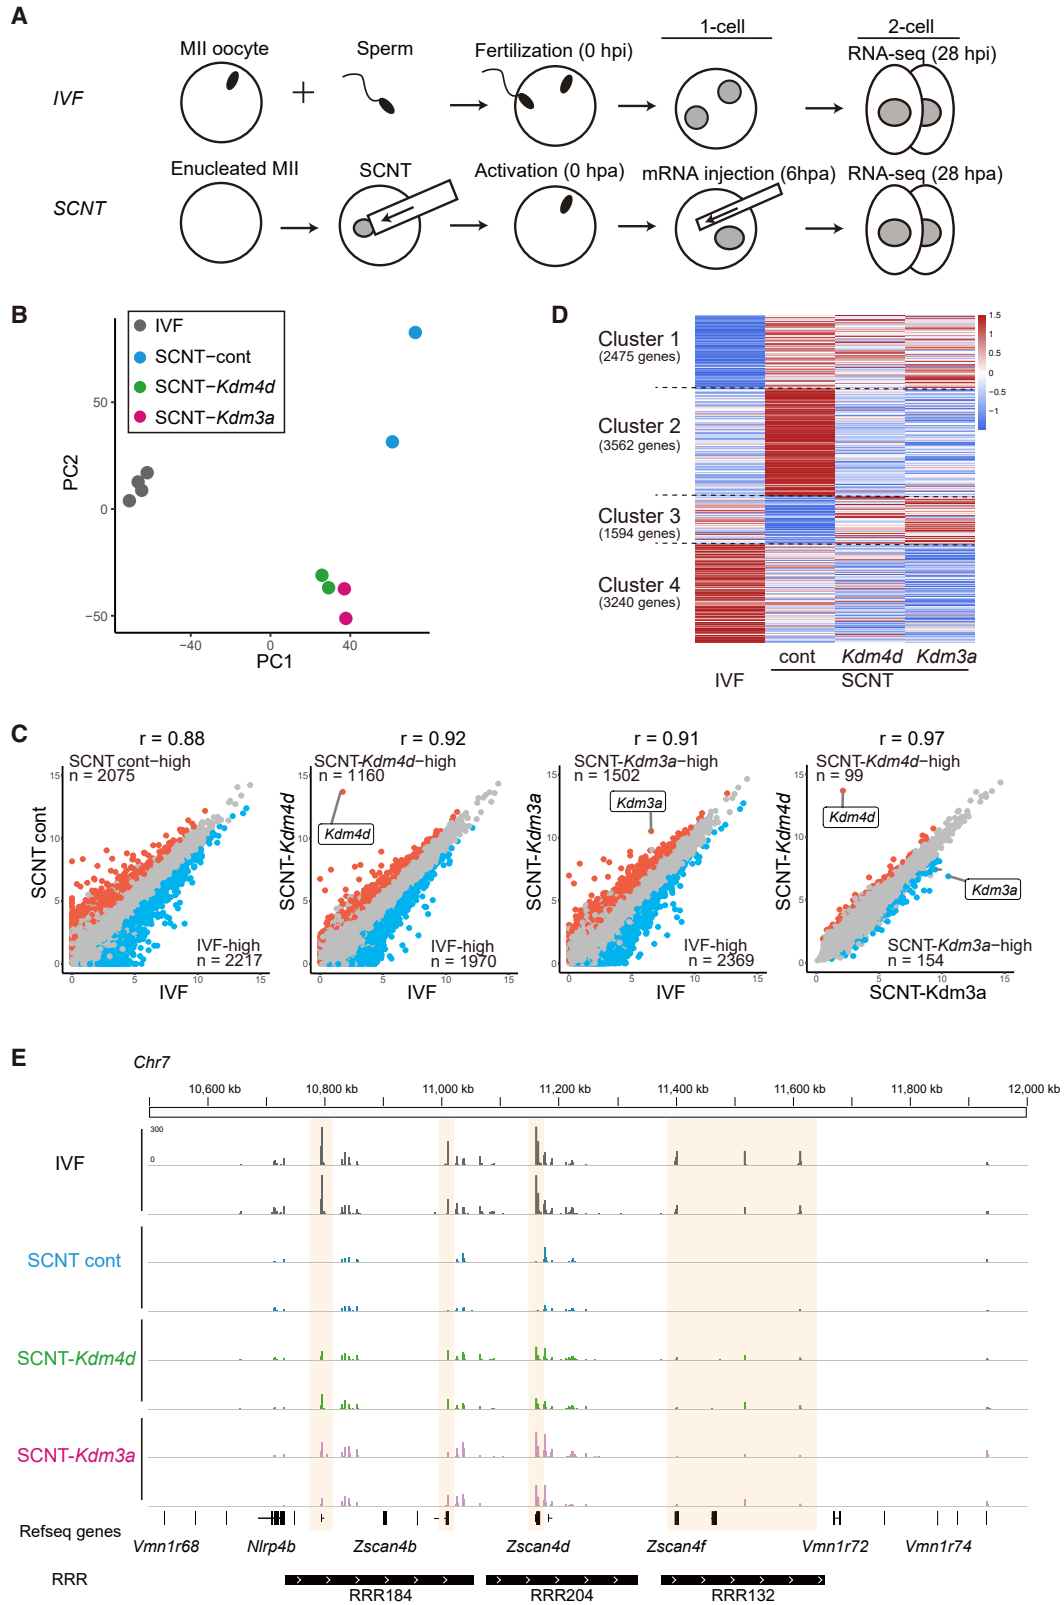

(legend on next page)

(SCNT-*Kdm4d*) at the late two-cell stage (Figure 2A; Table S1). Principal component analysis (PCA) using genes with >1 transcript per kilobase million (TPM) on average among all samples separated control SCNT embryos from IVF embryos (Figure 2B). As expected, SCNT-*Kdm4d* embryos were closer to IVF embryos than control SCNT embryos. Interestingly, the injection of *Kdm3a* induced a significant change in the transcriptome that was similar to that induced by *Kdm4d* (Figure 2B).

How the deposited data were processed for this re-analysis (not part of the article)

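RNA was sequenced from pools of 5 to 10 mouse two-cell embryos in 25 libraries of 11 groups, namely IVF embryos (4 libraries), SCNT embryos made in cytochalasin B without mRNA or with *Kdm3a* or *Kdm4d* mRNA (2 each), and SCNT embryos made in latrunculin A without treatment (2), with TSA (2), with RK-701 (3), with A366 (2), or with TSA and RK-701, A366 or UNC0638 (2 each). The sample labels and the paper give no batch or date for the libraries. Every library came from its own pool of embryos, so the spread between libraries holds both the difference between pools and the noise of the measurement.

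The authors trimmed the reads with Trimmomatic 0.36, aligned them to mm10 with STAR 2.7.5c, retained reads with a single position, and counted read pairs with featureCounts without regard to strand. A pair that overlapped more than 1 feature was not counted. The deposited table holds whole counts without normalization for 55375 genes and 1755056 copies of transposable elements in 1092 families. The genes carry Ensembl identifiers, of which 55134 matched GENCODE M21, and 55135 received a symbol. For differential expression the authors used DESeq2 1.16.1 on genes with at least 1 read on average, with a fold change over 2 and an adjusted p under 0.05, and left out the sex chromosomes.

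Counts were analysed here with edgeR 4.0.16 and limma 3.58.1 in R 4.3.3, and with Python 3.11.15. TMM factors were computed over the autosomal genes tested and lay between 0.886 and 1.2. One quasi-likelihood model with a term for each of the 11 groups was fitted to all 25 libraries, so that groups of 2 libraries draw on the spread within all groups. The common dispersion was 0.136, and the prior had 12.6 degrees of freedom. The test covered the 25794 autosomal genes with a mean of at least 1 read. Adjusted p values follow Benjamini and Hochberg over the genes of each comparison. The interaction of TSA with RK-701 or A366 was a contrast in the same model. A normalized count is the CPM after TMM. Where all libraries of the reference group held 3 reads or fewer, the fold change was replaced by a lower bound computed at 3 reads. Such bounds and the spread of counts cover counting error only, since PCR copies were not removed by molecular identifiers.

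Total counts on genes ranged from 6662727 to 21188688 per library with a median of 13994840. TPM was computed from counts and gene lengths over autosomal genes. Correlations used log2(mean TPM + 1) of each group over all genes tested. PCA and distances used log2(TPM + 1) of each library over the genes with a mean TPM above 1 or the 879 RRGs. The k-means clusters used Z scores of TPM with 50 random starts and a fixed seed. Sets of genes were tested with camera (preset correlation 0.01), with fry, and with camera at an estimated correlation. The lists were the 879 RRGs of Table S4, and, fixed in advance, 4 Y-linked genes, 6 genes whose maternal allele is silenced by H3K27me3, and 12 genes abundant in cumulus cells. Genes named in the text are those the paper names for its RNA-seq, G9a and GLP with the H3K9 demethylases of its discussion, these lists, and up to 3 genes in each direction with the largest log2 fold change in 3 of the comparisons, which had to be past the threshold with at least 10 reads in each library of the higher group.

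The steps were tested on simulated data. Of 200 genes changed in a group of 2 libraries, edgeR called 118 (59%) with 6 other calls, its interaction test called 84 (42%) with 5 other calls, and DESeq2 1.42.0 called 136 (68%) with 16 other calls. A group without change gave 1 call. The median fitted log2 fold change of the changed genes was 1.98 for those raised and −1.97 for those lowered. Of 20 unchanged lists, 0 had a camera p under 0.05.

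The alternatives were DESeq2, RLE factors, no filter on low counts, a filter of 10 reads in 2 libraries, the sex chromosomes included, only the compared libraries in the fit, the replicate number as a block, the other untreated control or both as the reference, adjustment over the list alone, leaving out each library in turn, and, for TPM, a pseudocount of 0.1, TPM over all genes, genes with a mean TPM above 10, Spearman's rho and scaling to unit variance. Leaving out a library of a group of 2 gives a value without a test. GO enrichment was not repeated, because no annotation of GO terms was at hand, and the data of the earlier study that define RRGs were not part of the deposit. The counts of transposable elements were summed by family, and 846 families with enough reads were tested with the gene model's factors.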

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

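The tests of TMM factors, of a single RK-701 library, of the share of male embryos among all IVF libraries and in IVF replicate 1, of cumulus cell RNA, of other groupings of the libraries and of reads per copy of transposable elements were chosen after the result was seen. The strain of the oocyte differed between IVF and SCNT embryos, so no difference between IVF and SCNT groups can be ascribed to the way the embryo was made alone, and a strain difference stays open in every such comparison here.

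In 7 of 65 measures, 1 of the 4 IVF libraries lay far from the other 3, where chance gives about 1 in 20. IVF replicate 1 had 23378 genes with a read. At equal depth it still had 525 fewer genes than the lowest of the other IVF libraries, whose range was 122, so its lower depth does not account for the whole difference. In normalized counts, *Kdm7a* was at 582.2 in IVF replicate 2 against 485.6 to 495.5 in the others, *Gab1* at 14.7 in replicate 3 against 24.1 to 25.3, *Smoc1* at 0.461 in replicate 2 against 0 to 0.074, and *Rnls* at 1.41 in replicate 4 against 0.551 to 0.662. *Ddx3y* was at 9.26 in replicate 1 against 13.2 to 14.1, and *Foxl2* at 0.444 in replicate 4 against 0 to 0.0689. *Smoc1*, *Rnls* and *Foxl2* are at a few reads per library. All 4 Y-linked genes of the list were lowest in replicate 1, with *Eif2s3y* at 23.5 against 28.4 to 34.3, *Kdm5d* at 10.7 against 12 to 13.8 and *Uty* at 39.9 against 57.9 to 65.2, and 3.41% of its gene reads were X-linked against 2.96% to 3.12%. A smaller share of male embryos in that pool fits these values but rests on 1 library that also had fewer genes with a read. No biological explanation was tested for the others. In the 4 fits that each left out 1 IVF library, control SCNT embryos had between 3285 and 3508 DEGs.

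A366 alone and RK-701 alone differed by 2084 DEGs (1025 higher and 1059 lower with A366), although both inhibit G9a. After the trend with GC content and gene length was removed, 1967 genes were called, 1668 of them the same. With every library thinned to the smallest, 2056 were called, 1850 of them the same. With RLE factors the count was 2072, and the lowest count without 1 RK-701 library was 1657. These values argue against GC content, gene length, depth, a few abundant genes or a single RK-701 library as the whole cause. Against TSA alone, A366 alone had 6 DEGs (4 higher and 2 lower), with 1731 genes at an unadjusted p under 0.05. A366 alone had few DEGs against control CC embryos as well, so a weak effect of A366 and a TSA library under the label of A366 cannot be told apart from these counts. A difference between the compounds in potency or in other targets stays open and was not tested.

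Over all genes, 555 had an interaction of TSA with RK-701 past the threshold (363 positive and 192 negative) and 475 an interaction of TSA with A366 (333 positive and 142 negative). The effects of TSA thus differ with and without the G9ai in these genes. For RK-701, 421 genes were called after the trend with GC content and gene length was removed, 346 of them the same, and 552 after thinning to the smallest library, 477 of them the same. For A366, the counts were 336 with 266 shared and 611 with 438 shared. GC content, gene length or depth are therefore argued against as the whole cause, but the excess of positive over negative interactions for RK-701 was gone once the trend was removed (210 positive and 211 negative), and the removal also takes out real change that follows GC content. Whether that excess comes from the libraries or from the embryos stays open. All these contrasts use the same 2 control CC libraries.

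TSA with UNC0638 differed from TSA with RK-701 by 243 DEGs (172 higher and 71 lower). With the trend in GC content and gene length removed, 283 were called, 224 of them the same, and 248 after thinning, 205 of them the same, which argues against both as the whole cause. Whether the compounds differ in potency was not tested.

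RK-701 alone and IVF embryos are the groups with at least 3 libraries each, and they differed by 3046 DEGs. Of the 35 ways to split these 7 libraries into groups of the same sizes, 1 gave as many, which was the real one. The largest count of the other splits was 940, and their median was 0.

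The paper does not analyse the counts of transposable elements. In control SCNT embryos, 74 of 846 families were higher and 19 lower than in IVF embryos, and with factors computed over genes and families together 72 were higher, which argues against normalization over genes alone. Copies inside genes and copies at least 10 kb from any gene were compared to look for reads from unspliced RNA. LINE copies far from genes had a log2 ratio to IVF embryos of 0.75, and those inside genes 1.11, so unspliced RNA of genes does not account for the whole rise. SINE copies gained 60.5 RPM (reads of each library scaled to the same depth as CPM) per 1000 copies inside genes and 15.3 far from genes, which argues against genomic DNA as the whole cause. For copies far from genes alone, LINE gained 13.5, SINE 15.3 and DNA elements 8.95 RPM per 1000 copies, while LTR copies changed by −3.78. The sign of that LTR change is uncertain, with 12761.6 and 16758.0 RPM in control SCNT libraries against 14933.8 to 15940.4 in IVF libraries. In control CC embryos LTR copies changed by −20.5, and both libraries (11295.4 and 13005.9 RPM) lay below the IVF range. A share of genomic DNA together with a change in LTR transcription cannot be told apart from a rise of the elements themselves. *MERVL-int*, the internal part of an LTR element transcribed at zygotic genome activation, was lower in control SCNT embryos (log2 fold change −0.89, standard error 0.17, adjusted p = 0.000364 from edgeR).

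*Xist* was higher in control SCNT than in IVF embryos by a log2 fold change of 6.39 (standard error 0.46, adjusted p = 1.89e-10), and *Sfmbt2* by 3.39 (standard error 0.39, adjusted p = 5.34e-07). Both belong to the list of genes with H3K27me3 imprints, and the paper does not report them. A change from a mixed to an all-female group allows a log2 difference of 1, so the share of males does not account for *Xist* at 6.39. RNA of donor or leftover cumulus cells is argued against, since 0 of the 8 tested genes of the cumulus cell list of 12 were called in either control and *Ptx3* reached at most 1.13 CPM in a control library. DESeq2 called 0 of 7. A loss of these imprints after SCNT stays open as a hypothesis for part of the rise. It was found and examined on the same libraries, and the strain of the oocyte is confounded with it. At unchanged output per allele, a second active allele allows a log2 difference of 1, which alone does not account for 3.39 or 6.39.

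Of 1010 X-linked genes, 110 were lower in control CC than in IVF embryos and 60 were higher, and in the cytochalasin B control 95 were lower and 79 higher. Over genes with a mean log2 CPM above 3, the median log2 fold change of X-linked genes was −0.19 in control CC and −0.15 in control SCNT embryos, against −0.04 and −0.08 for autosomal genes, a gap whose size was not tested. All SCNT embryos are female, so the share of males in IVF would have raised X-linked genes, and it is argued against by the sign. A link to *Xist* was not tested.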

How the results depend on the processing

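The alternatives were chosen before the data were examined, except DESeq2 on only the compared libraries, removal of the trend with GC content, thinning, the comparisons between treatments and with the *Kdm* groups and the distances to the *Kdm* groups, and, with the cytochalasin B control, fry, the estimated correlation and the interactions, which were chosen after the result was seen. A count is taken as unchanged within 1.5 times of its value. For 29 counts of DEGs and RRGs, 215 of 270 values under an alternative were unchanged and 55 moved, and of 55 fits without 1 library 51 were unchanged and 4 moved. RLE factors and the filter of 10 reads in 2 libraries moved none of the 29 counts, and inclusion of the sex chromosomes moved none of 19. DESeq2 moved 9 of 29, and 27 of 29 counts were higher with it. With the replicate number as a block 6 moved, and 28 were lower. The numbers do not pair the libraries, since the deviations of equally numbered libraries, over 8831 genes, had correlations between −0.61 and 0.38 in the 55 pairs of groups, with a median of −0.01, and the block takes up degrees of freedom. With only the compared libraries in the fit 13 of 29 moved, and without a filter 9. Where no cause is given below, the cause was not tested.

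DEGs of SCNT-*Kdm4d* against SCNT-*Kdm3a* embryos numbered 84, and 337 without a filter, 51 with the block, 325 with DESeq2, 293 with only the compared libraries and 258 with DESeq2 on them. Control CC against control SCNT embryos gave 3 DEGs, and 106 without a filter, 70 with DESeq2, 7 with only the compared libraries and 1 with DESeq2 on them. TSA with A366 against TSA with RK-701 gave 0 DEGs, with 1000 genes at an unadjusted p under 0.05, and 15 without a filter, 12 with only the compared libraries and 8 with DESeq2 on them. TSA with UNC0638 against TSA with RK-701 gave 243 DEGs, and 455, 470 (DESeq2), 565 and 461 under the same alternatives. TSA with RK-701 against SCNT-*Kdm3a* embryos gave 707, and 1168 with DESeq2. Against SCNT-*Kdm4d* embryos it gave 84, and 316 without a filter, 50 with the block, 325 with DESeq2, 506 with only the compared libraries and 357 with DESeq2 on them.

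RRGs derepressed by TSA alone numbered 20, and 65 without a filter, 9 with the block, 42 with DESeq2, 1 with only the compared libraries, 5 with DESeq2 on them, 54 adjusted over the list alone, 40 against the cytochalasin B control and 53 against both controls. With A366 alone there were 14, and 66 without a filter, 55 with DESeq2, 3 with only the compared libraries, 8 with DESeq2 on them, 68 adjusted over the list alone, 28 and 43 against the cytochalasin B control and both controls, and 29 after thinning. With RK-701 alone there were 102, and 54 with the block and 26 with only the compared libraries. Without 1 library this ranged from 53 (without RK-701 replicate 3) to 98. Only the compared libraries gave 160 in place of 267 with TSA and RK-701, 128 in place of 259 with TSA and A366, and 193 in place of 338 with TSA and UNC0638. RRGs higher with TSA and RK-701 than with TSA alone numbered 122, and 71 with the trend in GC content and gene length removed. Positive interactions with RK-701 numbered 24, and 42 without a filter, 12 with the block, 44 with DESeq2, 6 with only the compared libraries, 49 with the cytochalasin B control in place of control CC embryos, and from 12 (without RK-701 replicate 1) to 20 without 1 library. With A366 there were 36, and 96 without a filter, 17 with the block, 81 with DESeq2, 1 with only the compared libraries, 73 adjusted over the list alone and 78 with the cytochalasin B control.

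Splits between higher and lower were checked under RLE factors, DESeq2 and, for some comparisons, removal of the trend with GC content and gene length. Some moved by more than 10 points. SCNT-*Kdm4d* against control SCNT embryos had 67.3% higher DEGs and 47.3% with DESeq2, SCNT-*Kdm3a* embryos 57.4% and 45.2%, and TSA with RK-701 against control CC embryos 60.2% and 35.4% without the trend in GC content and gene length, a comparison in which the median of all genes was −0.10. The share of positive interactions went from 65.4% to 49.9% for RK-701 and from 70.1% to 58% for A366 when that trend was removed. Splits of 3 DEGs between the controls went to 32 higher and 38 lower with DESeq2. Fits of only the compared libraries were not part of that check and moved splits as well. SCNT-*Kdm4d* against control SCNT embryos went from 550 higher and 267 lower to 574 and 574. Against IVF embryos, SCNT-*Kdm4d* embryos went from 1239 and 1157 to 1281 and 1946. TSA with UNC0638 went from 1416 and 1122 to 1420 and 2042 against IVF embryos.

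For correlations and distances, 64 of 134 values under an alternative moved by less than the spread between libraries and 70 by more, and 163 of 228 without 1 library moved by less. For distances to the *Kdm* groups, that spread was the SD over pairs of libraries. The pseudocount of 0.1, genes of mean TPM above 1 in place of those of at least 1 read, and Spearman's rho gave r with IVF embryos of 0.880, 0.894 and 0.875 for control SCNT, 0.880, 0.893 and 0.875 for control CC, 0.912, 0.923 and 0.898 for SCNT-*Kdm3a*, 0.923, 0.934 and 0.910 for SCNT-*Kdm4d*, 0.895, 0.900 and 0.886 for TSA, 0.920, 0.927 and 0.912 for RK-701, and 0.920, 0.926 and 0.906 for both, and 0.942, 0.966 and 0.931 between the *Kdm* groups. TPM over all genes gave 0.947 for SCNT-*Kdm3a* and 0.955 for SCNT-*Kdm4d* embryos. Without 1 library r ranged from 0.907 to 0.925 for control SCNT, 0.896 to 0.924 for control CC, 0.937 to 0.944 for SCNT-*Kdm3a*, 0.946 to 0.952 for SCNT-*Kdm4d*, 0.910 to 0.934 for TSA, 0.941 to 0.948 for TSA and RK-701, and 0.963 to 0.969 between the *Kdm* groups.

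Distances to IVF embryos over the whole transcriptome, as a share of control SCNT embryos, were 85.8% for SCNT-*Kdm3a* embryos, and 87.5% with the pseudocount of 0.1, 87.8% with TPM over all genes, 89.2% over genes with mean TPM above 10, 90.3% with unit variance, and 81.5% to 90.5% without 1 library. SCNT-*Kdm4d* embryos had 78.5%, and 80.8%, 80.4%, 79.9%, 80.7%, and 74.6% to 82.9%. TSA with RK-701 had 82.8%, and 85.1% with TPM over all genes, 86.9% above 10 TPM, 87.1% with unit variance and 78.7% to 87.4%. TSA with A366 had 80.3%, and 82.6%, 83.0%, 83.2% and 76.3% to 84.7%. TSA with UNC0638 had 78.8%, and 82.8% with unit variance and 74.9% to 83.2%. Over the RRGs and relative to control CC embryos, genes above 10 TPM gave 72.5% for RK-701 in place of 79.6%, 85.5% for A366 in place of 87.8%, 67.1% for TSA and RK-701 in place of 75.9%, 66.7% for TSA and A366 in place of 74.4%, and 55.0% for TSA and UNC0638 in place of 68.8%. A366 alone had 85.8% with the pseudocount of 0.1, 86.7% with unit variance and 85.0% to 90.8% without 1 library. TSA with A366 had 72.8% with the pseudocount of 0.1, 71.8% with TPM over all genes and 72.0% to 76.9%, and TSA with UNC0638 66.5% with TPM over all genes and 66.5% to 71.1%.

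Distances to SCNT-*Kdm3a* embryos, as a share of the control's, were 82.6% for TSA and RK-701, and 88.4% above 10 TPM and 76.8% to 89.3% without 1 library, 82.0% for TSA and A366, and 85.6% with the pseudocount of 0.1, 85.4% with TPM over all genes, 86.5% above 10 TPM and 76.2% to 88.7%, and 77.3% for TSA and UNC0638, and 83.1%, 80.3% with TPM over all genes and 71.9% to 83.7%. To SCNT-*Kdm4d* embryos they were 75.9%, and 82.3% with the pseudocount of 0.1 and 69.9% to 83.1%, 76.2%, and 82.8%, 79.7% with TPM over all genes and 70.2% to 83.4%, and 77.8%, and 83.5%, 81.2% with TPM over all genes and 71.6% to 85.1%. The k-means clusters whose mean Z score rose by more than 1 only with TSA and RK-701 held 241 genes, and 121 with Z scores on the log2 scale. The correlation of effects between the *Kdm* groups was 0.67, and 0.85 over the genes called in either, a choice that by itself raises it since both are called against the same control libraries, 0.25 with 1 control library each, and 0.58 to 0.77 without 1 library. With the cytochalasin B control as the reference, the rise of RRGs as a set stayed past the threshold in camera with TSA alone (0.00532), RK-701 alone (4.01e-07) and A366 alone (0.000368). It was not past it under fry with that control with TSA alone (0.17) or A366 alone (0.115), nor with an estimated correlation and that control with TSA alone (0.306), RK-701 alone (0.107) or A366 alone (0.228). TSA with RK-701 against RK-701 alone was past it in camera (adjusted p = 3.72e-08) and fry (0.000923) but not with an estimated correlation (0.0535). The interaction of the set came past it in camera with the cytochalasin B control for RK-701 (0.00215 in place of 0.377) and A366 (0.000262 in place of 0.059), but not in fry (0.136 and 0.115) or with an estimated correlation (0.26 for both), and the list was chosen for low counts in control CC embryos, which the other fits share. For control SCNT against control CC embryos it was past it in camera (adjusted p = 0.000168) but not in fry (0.26) or with an estimated correlation (0.258).

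For 128 named genes in a comparison, 229 of 243 values under an alternative were unchanged, 8 were no longer past the threshold, all 8 of them under the block, 5 came past it, all under DESeq2, and 1 reversed, and of 655 without 1 library 497 were unchanged, 121 moved, 6 were no longer past the threshold, 3 came past it and 28 reversed. Reversals came at small log2 fold changes or low counts. Leaving out 1 library changed the sign of *Obox1* (−0.20 to 0.22 with *Kdm3a*, −0.38 to 0.04 with *Kdm4d*), *Obox5* with *Kdm3a* (−0.12 to 0.22, and −0.02 with DESeq2) and *Obox7* with *Kdm3a* (−0.33 to 0.52). With TSA alone the same held for *Zscan4a* (−0.21 to 0.71), *Zscan4d* (−0.74 to 1.02), *Obox3* (−0.43 to 0.61), *Obox6* (−0.25 to 0.63) and *Eif1a* (−0.87 to 0.29), and for *Eif1a* with RK-701 (−0.10 to 1.06). Interactions changed sign for *Zscan4a* (−0.66 to 0.26), *Zscan4d* (−1.17 to 0.59), *Obox3* (−0.37 to 0.66) and *Cox7b2* (−0.52 to 2.58). *Cox7b2* also did with *Kdm3a* (−4.77 to 2.92) and *Kdm4d* (−1.52 to 5.46), *Smoc1* in control SCNT against IVF embryos (−0.47 to 4.00), and *Sfmbt2* against IVF embryos with TSA and A366 (−0.49 to 0.49) and with TSA and UNC0638 (−0.02 to 0.46). For fits that leave a group with 1 library the value alone is given, and no test was made. The depth limits *Cox7b2*, *Zscan4b* and other genes with 3 or fewer reads in a control group, for which lower bounds alone are given.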

Differences from the paper's values

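DESeq2 on only the libraries of the groups compared, removal of the trend with GC content and gene length, and thinning to the smallest library were chosen after seeing the values. The other alternatives were set before the data were examined.

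The paper reports 253 DEGs between SCNT-*Kdm3a* and SCNT-*Kdm4d* embryos, and 84 were called here. Without a filter on low counts 337 were called, with DESeq2 325, with only the compared libraries in the fit 293, and with DESeq2 on only the compared libraries, chosen after seeing the values, 258, all of which are within 1.5 times of the paper's value. RLE factors, the stricter filter, the block, removal of the trend with GC content and gene length (113) and thinning (122) did not close the gap. Of the DEGs higher in SCNT-*Kdm4d* embryos, the paper's Fig. 2C shows about 99, read by eye, against 37 here, and the fit of only the compared libraries gave 116 and DESeq2 on them, chosen after seeing the values, 101. Of those lower, Fig. 2C shows about 150, read by eye, against 47 here, and the value was 160 without a filter, 163 with DESeq2, 177 with only the compared libraries and 157 with DESeq2 on them, chosen after seeing the values. Of the DEGs lower in SCNT-*Kdm4d* than in IVF embryos, Fig. 2C shows about 2000, read by eye, against 1157 here. DESeq2 gave 1539, the fit of only the compared libraries 1946, and DESeq2 on them, chosen after seeing the values, 1987, and the other alternatives did not close the gap.

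The paper's correlation with IVF embryos is 0.88 for control SCNT embryos, 0.91 for SCNT-*Kdm3a* and 0.92 for SCNT-*Kdm4d* embryos, and the values here were 0.925, 0.945 and 0.953. A gap counts as closed where r, at 2 decimals, is no further from the paper's value than the SD of r between the libraries of the group, which was 0.00975 for control SCNT and 0.0189 for control CC embryos. Only the pseudocount of 0.1 closed these gaps, with 0.880, 0.912 and 0.923. In Fig. S5A, read by eye, the paper's r is about 0.88 for control CC embryos, about 0.89 with TSA, about 0.91 with RK-701 and about 0.91 with both, against 0.925, 0.931, 0.949 and 0.948 here. For control CC embryos the gap closed with the pseudocount of 0.1 (0.880), with genes of mean TPM above 1 (0.893) and with Spearman's rho (0.875), and for TSA with the pseudocount (0.895), the mean TPM above 1 (0.900) and Spearman's rho (0.886). With RK-701 alone and with both, Spearman's rho (0.912 and 0.906) closed it, and the other alternatives did not.

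Table S4 of the paper lists 5 RRGs derepressed by TSA, and 20 were called here. It lists 2 shared between TSA and the co-treatment but not RK-701, where 11 were found, and 2 shared by all 3 treatments, where 8 were found. DESeq2 on only the compared libraries, chosen after seeing the values, gave 5, 2 and 2. Of the alternatives set before the data were examined, the block gave 3 RRGs shared between TSA and the co-treatment only and so came within 1.5 times of the paper's value, and the others did not close any of these gaps.

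The paper names *Cstf2t* among germline genes resistant to *Kdm4d*, for which it cites earlier studies and not these libraries. Here *Cstf2t* was called higher in SCNT-*Kdm4d* embryos than in control SCNT embryos, with a log2 fold change of 1.22 (adjusted p = 0.00537 from edgeR), and so was *Clhc1*, the other gene of Fig. S5E, with 1.20 (adjusted p = 0.0273). The legend of Fig. 5E in the paper gives the genes shown as activated only by TSA with RK-701, and the text names *Obox8* among them, but here it was also called with TSA alone (1.21, adjusted p = 0.0384 from edgeR). The legend of the *Obox* browser view names another chromosome than the plot itself and the annotation, which place the genes on chromosome 7.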

Other observations

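The paper draws no conclusion from these libraries about the genes and elements in this part. The genes were named in advance, and the counts and shares of transposable elements were chosen for report after they were seen.

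*Ehmt2*, which encodes G9a, was higher than in IVF embryos by a log2 fold change of 1.63 (standard error 0.21, adjusted p = 2.13e-06 from edgeR) in control SCNT embryos and of 1.59 (adjusted p = 3.24e-06) in control CC embryos. *Ehmt1*, which encodes GLP, had 0.58 and 0.65 and was not called. Of the H3K9 demethylases the discussion names, *Phf2* was called in control SCNT embryos against IVF embryos, and *Kdm1a*, *Kdm4a*, *Kdm7a* and *Phf8* were not called.

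*Sfmbt2* had 4.75 ± 0.54 CPM (SD, n = 4) in IVF embryos and 49.4 in control CC embryos. It was at 9.02 ± 8.18 (SD, n = 2) with TSA alone, 34.4 ± 5.59 (SD, n = 3) with RK-701 alone, 20.9 with A366 alone, and 5.5, 5.02 and 5.6 with TSA and RK-701, A366 or UNC0638. Against control CC embryos, TSA and RK-701 lowered it by a log2 fold change of −3.16 (standard error 0.50, adjusted p = 0.000253 from edgeR). In SCNT-*Kdm3a* embryos it was at 19 and in SCNT-*Kdm4d* embryos at 10 CPM. *Xist* had 0.825 ± 0.416 CPM (SD, n = 4) in IVF embryos, and its log2 fold change against IVF embryos was 5.51, 5.17 and 4.20 in the 3 co-treated groups. *Slc38a4* was higher than in IVF embryos in control SCNT (2.09, adjusted p = 0.000138) and control CC embryos (1.68, adjusted p = 0.00138), while *Gab1*, *Jade1* and *Smoc1* did not pass the threshold. The Y-linked genes were read to check the sex of the embryos.

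*MERVL-int* had a log2 fold change against control CC embryos of 1.00 (adjusted p = 0.00204) with TSA and UNC0638 and of 0.25 (adjusted p = 0.42) with TSA and RK-701. Against control CC embryos, 7 families of transposable elements were higher and 41 lower with TSA and RK-701, and 1 was higher and 19 lower with RK-701 alone. With TSA and A366, 7 were higher and 42 lower, and with TSA and UNC0638, 13 were higher and 7 lower. A366 alone had 5 higher and 1 lower, and TSA alone had 0 higher and 2 lower. Against the cytochalasin B control, SCNT-*Kdm3a* embryos had 10 higher and 1 lower, and SCNT-*Kdm4d* embryos had 2 higher and 21 lower. The share of counts on transposable elements was 14.1% in control SCNT, 13.8% in control CC, 13.6% with TSA alone and 14.5% with A366 alone, and it was 10.4% in IVF embryos, 10.6% with RK-701 alone, between 9.41% and 10.9% in co-treated embryos, 9.84% in SCNT-*Kdm4d* and 11.4% in SCNT-*Kdm3a* embryos.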
